# Genome-Wide Binding and Transcriptome Analysis of Human Farnesoid X Receptor in Primary Human Hepatocytes

**DOI:** 10.1371/journal.pone.0105930

**Published:** 2014-09-08

**Authors:** Le Zhan, Hui-Xin Liu, Yaping Fang, Bo Kong, Yuqi He, Xiao-bo Zhong, Jianwen Fang, Yu-Jui Yvonne Wan, Grace L. Guo

## Abstract

**Background & Aims:**

Farnesoid X receptor (FXR, *NR1H4*) is a ligand-activated transcription factor, belonging to the nuclear receptor superfamily. FXR is highly expressed in the liver and is essential in regulating bile acid homeostasis. FXR deficiency is implicated in numerous liver diseases and mice with modulation of FXR have been used as animal models to study liver physiology and pathology. We have reported genome-wide binding of FXR in mice by chromatin immunoprecipitation - deep sequencing (ChIP-seq), with results indicating that FXR may be involved in regulating diverse pathways in liver. However, limited information exists for the functions of human FXR and the suitability of using murine models to study human FXR functions.

**Methods:**

In the current study, we performed ChIP-seq in primary human hepatocytes (PHHs) treated with a synthetic FXR agonist, GW4064 or DMSO control. In parallel, RNA deep sequencing (RNA-seq) and RNA microarray were performed for GW4064 or control treated PHHs and wild type mouse livers, respectively.

**Results:**

ChIP-seq showed similar profiles of genome-wide FXR binding in humans and mice in terms of motif analysis and pathway prediction. However, RNA-seq and microarray showed more different transcriptome profiles between PHHs and mouse livers upon GW4064 treatment.

**Conclusions:**

In summary, we have established genome-wide human FXR binding and transcriptome profiles. These results will aid in determining the human FXR functions, as well as judging to what level the mouse models could be used to study human FXR functions.

## Introduction

Farnesoid X receptor (FXR, *NR1H4*) is a ligand activated transcription factor belonging to the nuclear receptor (NR) superfamily [1], and is highly expressed in the liver, intestine, and kidney, both in humans and rodents [2]. Bile acids (BAs) are the endogenous ligands of FXR [3]. FXR mainly functions as the BA sensor by regulating genes that are critically involved in BA homeostasis, including BA biosynthesis, conjugation, and enterohepatic circulation [4]. In addition, it has been shown that FXR is also involved in lipid and glucose homeostasis, inflammation, and tumorigenesis [4]–[7]. FXR normally forms a heterodimer with retinoid X receptor alpha (RXRα) and binds to DNA elements as FXR response elements (FXRREs) [1]. The most common DNA motif bound by FXR is an inverted repeat separated by one nucleotide (IR1). Upon ligand activation, the heterodimer normally activates the expression of its target genes.

Chromatin immunoprecipitation - deep sequencing (ChIP-seq) analysis has been widely used to study the functions of various NRs, including androgen receptor (AR), estrogen receptor alpha (ERα), glucocorticoid receptor (GR) etc. [8]–[10]. This approach has aided in discovering novel pathways regulated by these NRs.

We and others have reported the genome-wide binding analysis of FXR in mice [11]–[13]. These studies suggest broad functions of mouse FXR as well as novel molecular mechanisms, by which FXR regulates its target genes. 1^st^, FXR could bind to multiple sites within a known FXR target gene. For example, FXR binds to both the promoter and 3′ gene regulatory regions of the *Nr0b2* gene, which encodes small heterodimer partner (SHP) [11], and this pattern of binding likely enhances chromatin interaction and subsequent gene expression [14]. 2^nd^, many new target genes of FXR are identified in the liver and/or intestine, including the *Sqstm1* gene, which encodes the protein p62, an important component of autophagy [15]. 3^rd^, FXR cooperates with other transcription factors, most likely orphan nuclear receptors, to modulate transcription of genes involved in specific biological processes. For exp., FXR and LRH-1 (liver receptor homolog-1) co-regulate genes involved in lipid homeostasis [16], [17]. 4^th^, FXR elicits tissue-specific binding patterns, indicating differential regulation of chromatin structures as well as FXR functions among different organs/cells. 5^th^, FXR binding could suppress gene expression, which could be altered during disease state, such as obesity [13]. Taken together, these studies suggest that FXR may regulate diverse physiological and pathological processes in mice, underlying that tissue- or even pathway-specific modulations of FXR may provide better treatment strategies to various lipid- and BA-associated diseases. Indeed, recent literatures have highlighted FXR as a potential therapeutic target for different metabolic diseases, such as parenteral nutrition associated cholestasis [18], vertical sleeve gastrectomy [19], and more commonly nonalcoholic steatohepatitis (NASH) [20], [21], while only limited treatment options are currently available for these diseases.

To date, the binding of human FXR in primary human hepatocytes (PHHs) or hepatoma cell lines has been characterized to limited genes, including *ABCB4* (ATP-binding cassette, sub-family B, member 4), *ABCB11, FGF19* (fibroblast growth factor 19), *ICAM1* (intercellular adhesion molecule 1), *and NR0B2* [4], [22]–[25]. However, the genome-wide FXR binding profile in humans is not yet available. More importantly, little information is known about species similarities and differences in terms of FXR binding between humans and mice, which are needed urgently to determine to what degree the murine models can be used to study the role of FXR in various physiological and/or pathological conditions.

In this study, using ChIP-seq and RNA-seq techniques, we determined the genome-wide binding and transcriptome profiling of human FXR in PHHs. We compared and contrasted the binding patterns and gene regulation profiles of FXR between human and mouse livers.

## Materials and Methods

### Cells and Treatment

Primary human hepatocytes (PHHs) used in this study were obtained through the Liver Tissue Cell Distribution System from the University of Pittsburgh [26], [27]. Only diagnostic and demographic information were obtained and provided by the supplier, no identifier was obtained. Comprehensive information of the PHH donors received in this study was listed in **Table S1.** PHHs were cultured in 37°C, 5% CO_2_ upon arrival. Three hours later, medium were refreshed with serum-free HMM Hepatocyte Maintenance Medium supplemented with dexamethasone, insulin, and GA-1000 (Lonza, Switzerland). Next morning, cells were treated with 5 µM GW4064 [11], a synthetic FXR agonist, or control vehicle, DMSO. Cells were collected for chromatin and RNA isolation at 1 or 24 hours after the treatment, respectively. RNA was isolated using TRI Reagent (Invitrogen, CA), according to the manufacture's instruction. FXR activation was confirmed by the induction of known human FXR target genes using Reverse Transcriptase (RT) quantitative PCR (RT-qPCR). Primer sequences were listed in **Table S2**.

### Chromatin Immunoprecipitation

One hour after GW4064 treatment, cells were fixed in 1% formaldehyde for 10 minutes, followed by quenching with glycine and rinsing with cold PBS. Afterwards, cells were collected and lysed. Nuclei were released and sonicated into 200–700 base-pair (bp) DNA fragments. Aliquot chromatin was incubated overnight with 5 µg anti-FXR antibody (1∶1 mixture of sc-1204x and sc-13063x, ChIP grade) (Santa Cruz Biotechnology, CA), or control rabbit immunoglobulin G (rIgG, sc-2027) (Santa Cruz Biotechnology, CA). Chromatin-antibody complex were pulled down with prewashed Dyna beads (Invitrogen, CA), washed and eluted. DNA fragments associated with FXR or control antibodies were eluted and purified. Input genomic DNA was obtained through similar elution and purification procedures. Quality of ChIP assay was confirmed by qPCR with primers amplifying known FXRREs of human FXR target genes (promoter regions of *BSEP* (bile salt export pump) and *OST-β* (organic solute transporter beta) as well as the negative control (promoter region of *IL-8* (interleukin-8). Primer sequences were listed in **Table S2**. PHH samples from four donors, with good FXR activation and pull-down efficiency, were selected to pool together for the generation of sequencing libraries (**Table S1**).

### Sequencing Library Preparation

Equal amounts of chromatin from the selected four PHH donors were pooled together, followed by ChIP assay to generate DNA for ChIP-seq library preparation. Equal amounts of RNA from the selected PHHs were pooled together as well for RNA-seq library preparation. DNA and RNA sequencing libraries were prepared using the Illumina TrueSeq™ DNA and RNA Sample Prep Kit (Illumina, CA), respectively. The quality of all library samples was confirmed by Agilent Bioanalyzer (Agilent Technologics, CA) before the sequencing reactions. For ChIP-seq, purified library DNA ranging from 400 to 500 bp was fractionated on an agarose gel, followed by extraction and purification before sequencing. All libraries were sequenced 100 bp paired-end on Illumina HiSeq2000 sequencing system.

### ChIP-seq Data Analysis

Genome Analyzer Pipeline Software (Illumina, CA) were used for both primary image data files processing and base calling. All sequenced paired-end reads were aligned to *Homo sapiens* version 19 (hg19) reference genome using bowtie (version 0.12.7) [28]. Only uniquely mapped reads were included. Regions with read enrichment were detected using Model-based Analysis of ChIP-Seq (MACS v 1.4.1) method [29]. By comparing with the rIgG background, non-specific peaks with false discovery rate (FDR) greater than 0.1 were eliminated. Identified peaks were further split by Mali Salmon's Peak Splitter (http://www.ebi.ac.uk/bertone/software.html) and filtered by *p*-value of Poisson distribution lower than 10^−5^. Peaks were annotated using R packages (http://www.r-project.org) based on the ENSEMBL version 65 human genes.

### Motif Analysis for ChIP-seq

For each ChIP-seq dataset, the sequences for the summit regions (201 bp), spanning 100 bp up and downstream from the summit of each peak, were retrieved. The top 500 sequences with the highest peak score were selected for motif analysis based on MEME (Multiple Em for Motif Elicitation) [30].

### ChIP-seq Validation

To validate the ChIP-seq results, we first identified the IR-1 site for each peak, which was located inside the peak summit regions (201 bps) used for motif analysis. Then the genome sequences spanning the IR-1 sites were retrieved to design qPCR primers. ChIPed DNA from individual donors and pooled samples were used for qPCR validation. The primer sequences were listed in **Table S2**.

### Microarray

C57BL/6J (hereafter referred to as wild type (WT)) mice (n = 3) were treated with either GW4064 (100 mg per kg body weight) or vehicle three times as previously described [31] (first dose at 8 am, second dose at 6 pm, third dose at 8 am the second day). Mice were fasted overnight starting from the second dose and liver tissues were collected at 2 hours after the third dose. All mice used for microarray study were maintained in pathogen-free animal facilities in the Laboratory of Animal Research, under a standard 12-hour light/dark cycle (6:00AM/6:00PM) with free access to standard chow and autoclaved tap water. Animal protocols and procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Kansas Medical Center. Total RNA from livers was prepared with TRIzol Reagent (Invitrogen, CA), and the whole transcription expression levels were determined using Mouse Gene 1.0 ST Array system manufactured by Affymetrix, Inc.. Microarray data were analyzed using the Affymetrix Power Tools (http://www.affymetrix.com).

### RNA-seq Data Analysis

For RNA-seq in PHHs, RNA was pooled from selected PHH donors. After sequencing, the obtained reads were aligned to the *Homo Sapiens* reference genome (hg19) using TopHat (version 2.0.0) [32]. The resulted alignments were then assembled into transcripts using Cufflinks (version 2.0.2). Cuffdiff, a component of the Cufflinks package, was used to estimate FPKM (fragments per kilobase of exon model per million mapped fragments) and identify differentially expressed transcripts. Finally the Baggerley's test was used to perform the differential expression analysis.

### Pathway Analysis for ChIP-seq and RNA-seq

Functional genes from ChIP-seq and RNA-seq were selected and analyzed using the Functional Annotation Tool in DAVID ((http://www.david.niaid.nih.gov). For a pathway or process to be defined, the threshold count was set at 2 with a minimum EASE (Expression Analysis Systematic Explorer) score, a modified Fisher Exact Test, of 0.1. Categories from DAVID with false discovery rates (FDRs) less than or equal to 0.1 were considered as statistically significant.

### Data Files Access

All sequencing data files discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE57312 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57312)

### Statistical Statement

For RT-qRCR experiments, due to the difficulty of repeating sample collection from individual PHH donors, PHHs from different donors served as experimental replicates to validate FXR activation for the pooled PHH samples.

## Results

### FXR Activation in PHHs

To identify genome-wide FXR binding sites in primary human hepatocytes, we first validated FXR activation in the PHHs obtained in this study. Upon 24 hours of GW4064 treatment, mRNA levels of classic FXR target genes (BSEP, OST-β) were induced in PHHs from individual donors (**Figure S1A**). Pooled chromatin samples, which were collected after 1 hour GW4064 treatment, showed significant enrichment of FXR binding to known FXR targets (promoter regions of *BSEP* and *OST-β*), but not the negative control (promoter region of *IL-8*) (**Figure S1B**). ChIPed-DNA, generated from pooled chromatin from selected donors (**Table S1**), as well as pooled RNA was then used to generate DNA and RNA sequencing libraries. Indeed, many known human FXRREs were detected with relatively high peak values in this study, in both DMSO and GW4064 treated PHHs (**Table 1**). Again, multiple FXR binding sites were found in the *NR0B2* and *OST-β* gene in our datasets (**Table 1**), which resembled the binding patterns of FXR to these genes in mice [11].

**Table 1:** Selected previously reported FXR target genes identified in this study*.

	PHH-DMSO		PHH-GW	
Gene	Distance To TSS	Binding Score	Distance To TSS	Binding Score
*ABCB11*	−83	69	−103	319
*FGF19*	3665	89	3695	251
*ICAM1*	58	91	88	111
*MIR122*	−36936	89	−36941	294
*NR0B2*	−258	83	−178	112
	3252	41	3212	69
*OST*−*β*	−48	67	17	68
	10087	67	10017	138
*PPARα*	−2839	126	−2789	203

* Distance To TSS is the distance of the peak of the binding site to the transcription start site (TSS) of the corresponding RefSeq gene. Note that the peak identified from ChIP-seq analysis may not overlap exactly with the IR-1 motif found from motif analysis. The binding score is the FXR antibody pull-down score normalized to rIgG control antibody generated by the sequencing analysis processes. Note that for most FXR targets listed, the binding score retrieved from PHH-GW dataset is much larger than the score from PHH-DMSO for the same peak. This is a general trend for most shared FXR targets between the two datasets. Genes with their full names: *MIR122* (microRNA 122), *PPARα* (peroxisome proliferator-activated receptor alpha).

In ChIP-seq, the peak summit of each peak (binding site) was a single bp position within the peak with the highest coverage given by the MACS analysis. Due to the relatively large size of fragmented library DNA obtained in this study (average 350 bp for ChIP-seq), and the subtle differences in the local chromatin environment in different samples, we saw slightly different peak width and peak summit values for the same binding sites in the two datasets. For example, for the binding site located in the intron of *FGF19* gene, the peak width was 1000 and 851 bps in the ChIP-seq datasets from DMSO treated PHHs (PHH-DMSO) and GW4064 treated PHHs (PHH-GW), respectively. And the peak summits in the two datasets were 3665 and 3695 bps downstream from the TSS of *FGF19*, respectively. Nevertheless, these peaks were indicating the same binding site.

### Comparison of Global FXR Binding between PHHs and Mouse Livers

When cut off score (CO score) for ChIP-seq data analysis was set as 20, a total of 2759 and 5235 FXR binding sites were identified from PHH-DMSO and PHH-GW, respectively. Human and mouse FXR binding profiles in livers were compared between these human data with our previous genome-wide mouse FXR binding data, which were obtained from WT mice treated with GW4064 (referred to as mLiver-GW, which was not normalized to the rIgG control though) [11]. The following results were obtained by comparing the global binding pattern in these datasets: 1^st^, genomic distributions of FXR binding sites were similar in PHHs compared to those in mice (**Figure 1**). Briefly, around 43% peaks were located in intergenic, 21% in upstream 0-10 kb, 22% in introns, 10% in downstream 0–10 kb, 2% in 5′ untranslated region (UTR), 1% in 3′ UTR, and 1% in coding DNA sequence (CDS) regions of their associated RefSeq genes in both PHH-DMSO and PHH-GW. This site-distribution pattern was similar to that in mice. Though in mouse livers, around 30% peaks were located in introns and 15% in upstream 0–10 kb region [11]. 2^nd^, the distribution patterns of total FXR binding sites relative to transcription start sites (TSSs) of the associated RefSeq genes, and FXR's intron binding patterns were both similar to those in mice as well. The highest frequency of total binding events was located within 0–10 kb up and downstream of TSSs (**Figure 2A**). Most intron binding events were located in the 1^st^ intron and the number of total binding events in individual intron decreased as the intron number increased (**Figure 2B**). These patterns were almost identical to those in mice [11].

**Figure 1:**
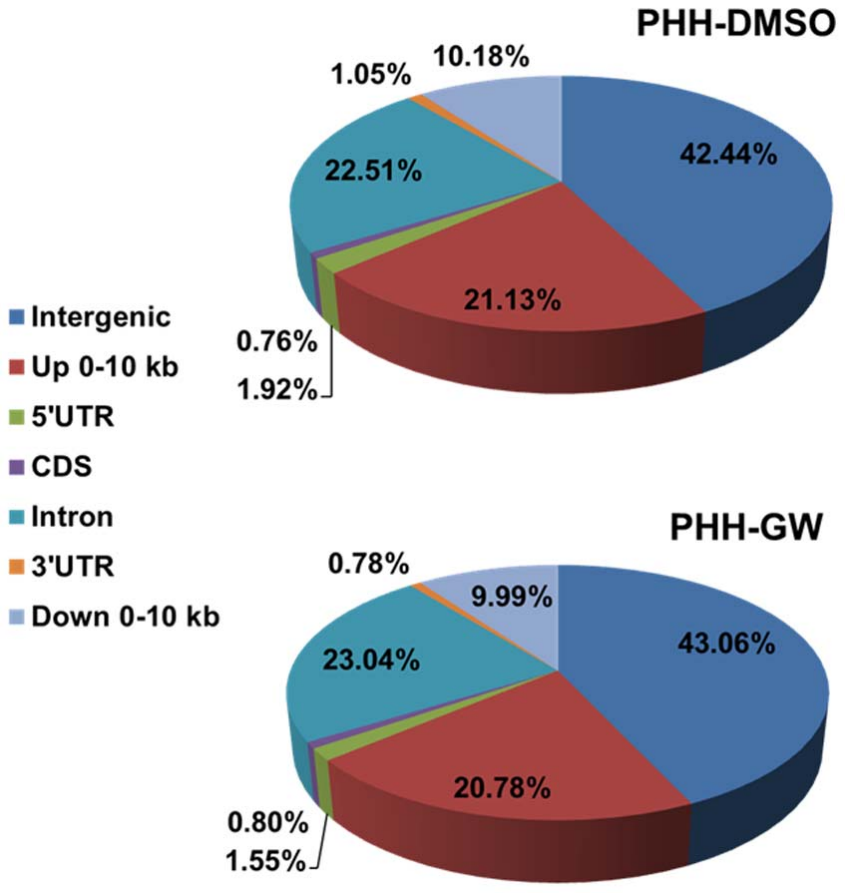
Genomic distribution of FXR binding sites in PHH-DMSO and PHH-GW. Percentage of FXR binding sites in the two datasets that were distributed to >10 kb from genes (intergenic), 0–10 kb upstream of genes (Up 0–10 kb), 5′UTRs, coding sequence (CDS), introns, 3′UTRs, and 0–10 kb downstream of genes (Down 0–10 kb) were shown. The cut off score for the data analysis presented in **Figure 1** **,** **2** **,** **3** and **5** were 20 from ChIP-seq data analysis.

**Figure 2:**
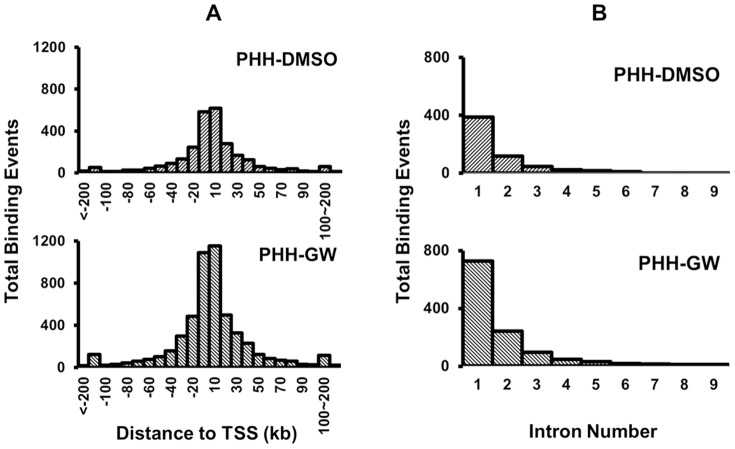
Distribution of total FXR binding sites relative to TSSs, and intron binding profiles of FXR in the two datasets. (A) The left panel shows the frequency distribution of FXR binding. The number of binding events (y-axis) was plotted against the distance from TSSs in 10 kb increments (x-axis) for PHH-DMSO and PHH-GW. (B) The cumulative binding events of FXR distributed only to introns of RefSeq genes in the two datasets. The graph displays the total number of FXR binding peaks (y-axis) in PHH-DMSO and PHH-GW located within intron 1-9 of RefSeq genes (x-axis). Total of 62.4% and 60.2% of intron binding events were located in the first introns in PHH-DMSO and PHH-GW, respectively.

### Motif Analysis of FXR Binding Sites in PHHs

The most commonly reported FXR binding motif is an IR1 in both mice and humans. This motif has been reported in many human FXR target genes, such as *ABCB11, FGF19, NR0B2,* and *OST-β* [22], [23], [34]. When we select the top 500 peaks from PHH-GW and PHH-DMSO, the most common motif found in PHH-GW was an IR-1 with a putative nuclear half site, whereas in PHH-DMSO it was the IR1 motif (**Figure 3**). And interestingly, when we select the top 501–1000 peaks to run motif analysis, we only obtained the IR-1 motif from both datasets (data not shown). The presence of IR-1 with nuclear half site was also similar to our previous motif analysis in mouse livers [11].

**Figure 3:**
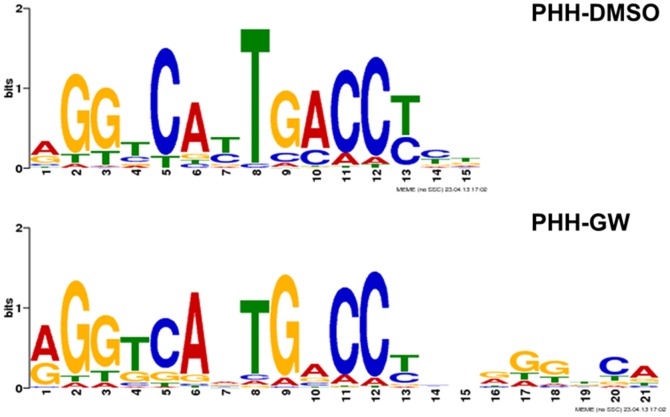
Motif analysis. The most commonly identified sequence motifs from the top 500 FXR binding sites in the two datasets using MEME. These motifs were found in totally 247, 240 sites in PHH-DMSO, PHH-GW from the top 500 peaks (*p*-value <1.00e-5), respectively. It is interesting that there is a putative nuclear half site next to the IR-1 site from PHH-GW, but not in PHH-DMSO.

### Validation of ChIP-seq and Novel FXR Targets

After motif analysis, we were able to precisely locate the IR-1 site associated with each peak summit for most peaks in our datasets. The subtle position difference (mostly around 50 bp) from the IR-1 site to the peak summit for each FXR target was most likely caused by a combination of relatively large DNA fragments used for our sequencing analysis and the technical limitation of the sequencing processing and data analysis. Since most classic FXR targets were presented correctly in the datasets (**Table 1**), we then focused on validating novel FXR targets.

ChIP-qPCR was performed on chromatin samples from pooled PHH samples, as well as individual PHH donors. For many FXR targets, we were unable to detect valid Ct value from rIgG control from qPCR experiments for individual PHH donors, mainly due to limited quantity of chromatin samples. Nevertheless, we were able to confirm enhanced FXR pull-down from GW4064 treated PHHs comparing to DMSO control, for the promoter regions of *BSEP* and most selected novel targets, but not the negative controls. And for those FXR targets, of which FXR pull-down was not further enhanced upon GW4064 treatment, we were able to calculate their FXR pull-down efficiency after normalizing to rIgG control from pooled PHH samples (**Figure 4A, 4B**). Without valid Ct values from the rIgG control pull-down, we couldn't differentiate these FXR targets from the negative controls. For exp., the binding score for PNMT (phenylethanolamine N-methyltransferase) in PHH-DMSO and PHH-GW were 55 and 68, respectively, which were close. Indeed, ChIP-qPCR showed similar FXR pull-down efficiency from pooled PHH samples (**Figure 4B**, around 3 fold for both control and treatment). The promoter region of *OST-β* showed the same trend as well (**Figure 1B**). In this regard, to better illustrate FXR binding in both DMSO and GW4064 treated PHHs, only ChIP-qPCR data for pooled PHHs were presented. We were able to validate FXR pull-down for most selected novel targets with relatively high binding scores (9 out of 11 peaks were validated, with binding scores equal to or above 50 in either PHH-DMSO or PHH-GW (**Figure 4A**). This trend was consistent with our previous findings in mouse livers [11].

**Figure 4:**
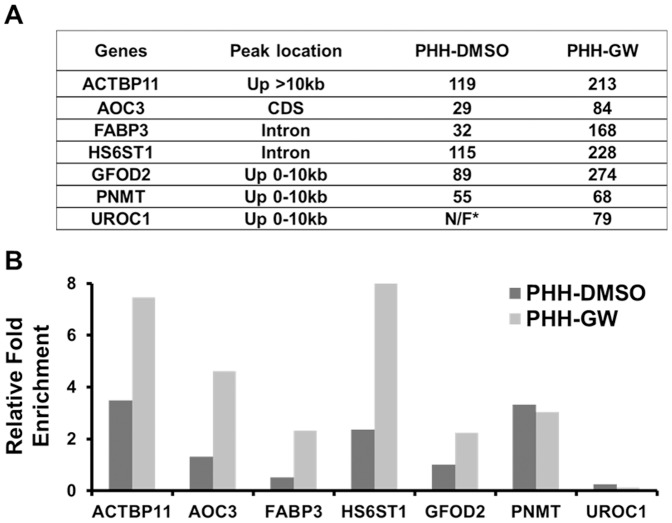
ChIP-seq validation. The location of FXR binding sites (second column on the left) and binding scores (the two columns on the right) for the selected novel FXR targets found in PHH-DMSO and PHH-GW were summarized in (A), and ChIP-qPCR results for these targets from pooled GW4064 or DMSO treated PHHs were presented in (B). FXR pull-down was normalized to rabbit immunoglobulin G control. Note that *ACTBP11* is a pseudogene in humans. GW4064 treatment also induced the mRNA levels of *AOC3*, *FABP3*, *PNMT* and *UROC1* in PHHs in RNA-seq (data not shown). *N/F stands for not found. Genes with their full names: *ACTBP11* (actin, beta pseudogene 11), *AOC3* (amine oxidase, copper containing 3), *FABP3* (fatty acid binding protein 3), *HS6ST1* (heparan sulfate 6-O-sulfotransferase 1), *GFOD2* (glucose-fructose oxidoreductase domain containing 2), *PNMT* (phenylethanolamine N-methyltransferase), and *UROC1* (urocanate hydratase 1).

### Microarray, RNA-seq and their Correlation with ChIP-seq Datasets

Using microarray, we obtained a gene expression profile from WT mouse livers treated with GW4064 (M-mLiver-GW) normalized to vehicle control. 

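Livers of WT mice were collected 2 hours after the last oral dose of GW4064 or vehicle, and RNA from each liver was hybridised to 1 array (n = 3 arrays per treatment). The methods give 3 doses of 100 mg per kg, whereas the sample labels give 2 doses of 150 mg per kg, and which of these was used could not be settled from the values. The methods also name the Mouse Gene 1.0 ST Array, whereas the probe sets of the deposited values carry the identifiers of an array that reads the 3′ ends of transcripts. The same table holds livers of mice that lack FXR in the liver and of mice that lack it in the whole body, each with vehicle and with GW4064 (n = 3 per group), which gives 18 arrays in 6 groups. The authors normalized the arrays with RMA, and the deposited values are log2 expression levels with array medians between 5.96 and 6.00. Of 22690 probe sets, 20393 have 1 gene symbol in the platform annotation, 691 have several and 1606 are unnamed here. For each gene, the probe set with the highest mean over all arrays was kept, which left 12394 genes. Each gene was tested on the log2 scale with limma, with a mean for each of the 6 groups and a spread shared by all of them, and p-values were adjusted by the Benjamini-Hochberg method. Lists of genes with a shared function or cell type were tested with camera. The array of GW4064 replicate 1 stood apart from the other WT arrays, with the widest spread of relative expression among them (interquartile range 0.259). GW4064 replicate 3 had a lower mean correlation with its own group (0.99134) than with all arrays (0.99251). Its highest correlation with any array, 0.99516, was also the highest of WT vehicle replicate 1. In GW4064 replicate 2, the mean was higher with its own group (0.99353) than with all arrays (0.99104).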

When set cut off fold induction (CO fold) as 1.5 and *p*-value <0.05 (unpaired *t*-test), we obtained 102 different genes with altered expression levels, up or down more than or equal to 1.5 fold. 

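In the deposited arrays, 97 genes were higher and 115 were lower with GW4064 in WT livers at an unadjusted p under 0.05 from limma and a fold change of at least 1.5, 212 genes in all (n = 3 arrays per treatment). After adjustment over all genes, 12 rose and 12 fell at an adjusted p under 0.05. In each of these 24 the GW4064 arrays all lay on one side of the vehicle arrays. Chance gives this for 10% of unselected genes, but these genes were called on the same difference, so it is no separate evidence. Lcn2, a secreted acute-phase protein that binds bacterial siderophores, rose from 6.09 ± 0.37 with vehicle to 11.59 ± 2.95 with GW4064 (log2 expression, SD, n = 3), a log2 fold change of 5.50 (standard error 1.05, adjusted p = 0.0433). Nr0b2, which encodes the receptor SHP, a repressor of bile acid synthesis, rose by 1.85 (standard error 0.34), and Usp2, a deubiquitinase whose expression follows the clock, rose by 1.42 (standard error 0.22). Prg4, a secreted glycoprotein, rose by 2.07, the cytokine receptor gene Il1r1 by 1.62 and the water channel gene Aqp4 by 0.92. The rises of Ripk4, Rab4b and Lipt2 lay between 0.49 and 0.75. Csad, an enzyme of taurine synthesis, fell by 2.76 (standard error 0.30, adjusted p = 0.000965). Cyp8b1, the hydroxylase needed to make cholic acid, fell by 2.44 (standard error 0.42). Dnase2a, a lysosomal nuclease, fell by 2.11 (standard error 0.37), and Acot1, an acyl-CoA thioesterase, was 3.03 fold lower. Rell1, Denn2b, Epb41l2, Ppfibp2, Bmp6 and Eps8l2 had log2 fold changes between -0.97 and -0.55, and 3 of 4 probe sets of Epb41l2 were lower, of which 1 had an unadjusted p under 0.05. Of 19 measured genes of bile acid synthesis, 1 fell, none rose and 18 did not pass the test, and 2 were lower when adjusted over the list alone. The list as a whole shifted downward in camera's test (adjusted p = 0.00277, and adjusted p = 0.357 with an estimated correlation). Its median was -0.19, -0.14 and -0.07 in GW4064 replicates 1, 2 and 3 and between -0.09 and 0.07 with vehicle. Cyp7a1, the rate-limiting enzyme of the pathway, had a log2 fold change of -2.87 (standard error 0.69, adjusted p = 0.111), with GW4064 arrays at 5.82, 7.18 and 10.19 and vehicle arrays between 10.44 and 10.75. Of 24 measured acute-phase genes, 1 rose and none fell over all genes, and 21 were higher when adjusted over the list alone. Their median log2 fold change was 1.21, and the list shifted upward (adjusted p = 5.51e-23, and adjusted p = 0.247 with an estimated correlation). Their median lay 2.05, 1.34 and 0.24 above the vehicle mean in GW4064 replicates 1, 2 and 3. Saa2 and Orm2, chosen after their values were seen, had log2 fold changes of 4.25 (adjusted p = 0.0597) and 3.54 (adjusted p = 0.124). By the methods' t-test at an unadjusted p under 0.05 and 1.5 fold, 34 genes were higher and 31 lower, and none passed after Benjamini-Hochberg adjustment, as with limma on these 6 arrays alone. Each of the 6 arrays moved the adjusted count by over 1.5 times when left out: 1 gene passed without vehicle replicate 1 or 3 or GW4064 replicate 2, 2 without GW4064 replicate 1, 10 without vehicle replicate 2 and 268 without GW4064 replicate 3.

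**Figure D1:**
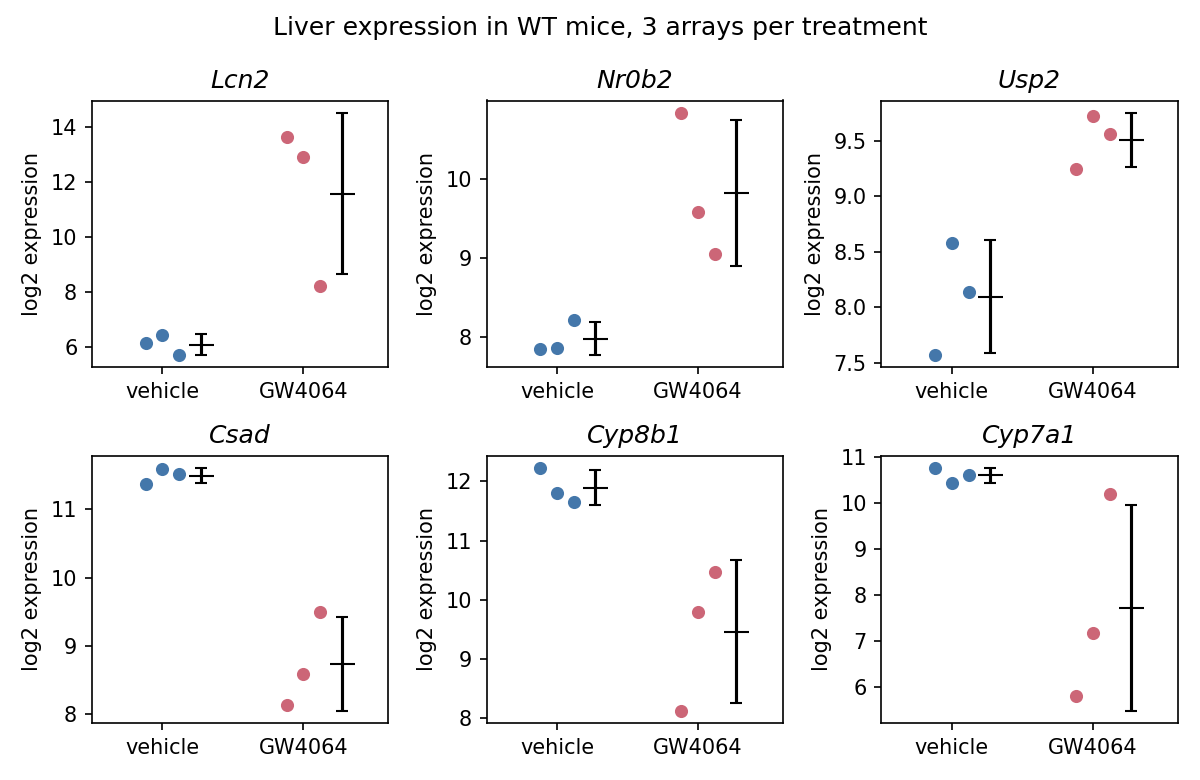
Log2 expression of 6 genes in each of the 3 WT livers with vehicle and the 3 with GW4064, each gene on its own axis; points are arrays, and the bar beside them is the mean with the SD. The Csad arrays lie between 11.38 and 11.59 with vehicle and between 8.14 and 9.49 with GW4064.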

From RNA-seq for GW4064-treated PHHs (R-PHH-GW), which was normalized to DMSO control, we obtained 143 genes with log_2_ fold enrichment ≥2 (fold change ≥4, both up- and down- regulated) and *p*-value <0.05. The percentage of genes found in microarray and RNA-seq, which were also bound by FXR from ChIP-seq, was plotted in **Figure 5** based on the fold induction from microarray and RNA-seq. 

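Table S3 names 339 genes of selected categories with FXR bound within their promoters in mLiver-GW, the earlier ChIP-seq of GW4064-treated mouse livers, and 271 of them were measured on the arrays. Among these, 13 were higher and 14 were lower with GW4064 at the study's thresholds in limma. After adjustment over all genes, Aqp4 and Xdh, whose product forms uric acid, rose, and Csad fell. With vehicle, mean Xdh was also higher in the liver and whole-body knockouts (9.62 and 9.66) than in WT (9.26). Several listed genes encode acute-phase proteins, and of these Saa1 had a log2 fold change of 2.45 (standard error 0.50, adjusted p = 0.0622), Saa4 of 0.97 (adjusted p = 0.0725) and Orm1 of 0.72 (adjusted p = 0.07). The metal-binding genes Mt1 and Mt2 had log2 fold changes of 2.34 and 3.22, with adjusted p-values of 0.352 and 0.276. Among the listed genes that were lower, G6pc, which releases glucose from its phosphate, had a log2 fold change of -1.53 (standard error 0.34, adjusted p = 0.0872), and Fabp5, a fatty acid carrier, of -1.46 (adjusted p = 0.281). Apart from Xdh, Aqp4 and Csad, these genes were chosen after their values were seen. Table S3 holds part of the bound genes, so a gene missing from it is not shown to lack FXR, and the full ChIP-seq gene list is not analysed here.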

Among all the genes found in M-mLiver-GW, over 50% were bound in mLiver-GW for both up- and down- regulated. However in R-PHH-GW, around 50% up-regulated genes were bound in PHH-GW, whereas only a few down-regulated genes were actually bound in PHH-GW. Interestingly, *FGF19* and *CYP7A1* (cytochrome P450, family 7, subfamily A, polypeptide 1) were the top up- and down-regulated FXR targets in R-PHH-GW, respectively.

**Figure 5:**
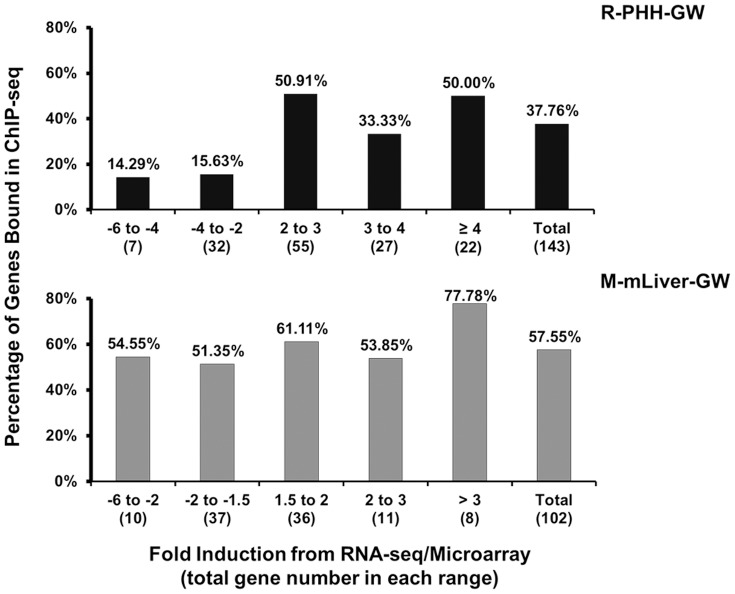
Correlation of FXR binding with target gene expression. The binding of FXR to its target genes were correlated with genes that showed altered mRNA expression levels in RNA-seq for PHHs (R-PHH-GW) and microarray for mouse livers (M-mLiver-GW). The x axis displays the divided range of fold induction in R-PHH-GW or M-mLiver-GW. For RNA-seq, 143 altered genes with log2 fold change ≥2 (fold change ≥4, both up- and down- regulated), *p*-value <0.05 were used, whereas for microarray, 102 altered genes with fold change >1.5 (both up- and down- regulated), *p*-value <0.05 were used. The total number of genes from microarray or RNA-seq analysis in each fold range was listed in parenthesis. The y axis displays the percentage of genes found in M-mLiver-GW and R-PHH-GW, which were also bound by FXR in PHH-GW (top) and mLiver-GW (bottom). Note that for the y axis, the log2 fold change from RNA-seq data analysis was displayed for R-PHH-GW, while for M-mLive-GW, the actual fold change generated from microarray data analysis was displayed.

### Pathway Analysis for ChIP-seq and RNA-seq

A major difference between the mLiver-GW dataset and the PHH-GW dataset was that, more than 5,000 genes and 10,000 peaks were found in mLiver-GW compared to 5,231 peaks identified in PHH-GW. The lack of IgG control for the mLiver-GW may well explain this major difference as non-specific peaks may present in the mouse FXR binding study. Another difference was that the majority of the peaks in mLiver-GW were associated with RefSeq genes, which encode proteins with known functions, whereas in PHH-GW only around 50% peaks were.

In order to compare and contrast the functional detail of FXR binding in humans and mice, two major analyses from DAVID were performed, the Kyoto Encyclopedia of Genes and Genomes (KEGG) and the Gene Ontology Biological Process (GO-BP) analysis. Similar to our previous study, functional genes associated with peaks located in the upstream 0-10 kb promoter regions were selected to run DAVID analyses. Overall, more categories were enriched in PHH-GW than PHH-DMSO. And most categories enriched in PHH-DMSO were also presented in PHH-GW. In this regard, only categories and their corresponding FXR targets from PHH-GW were presented and compared with mLiver-GW. All significantly enriched KEGG categories (with FDR <0.1) (**Table 2A**), and the corresponding genes (**Table S3A**) obtained were listed, whereas most non-redundant categories (with gene count >5) from GO-BP were presented (**Table 3B, S** **3B**). From DAVID analyses, we could see overall similar pathways enriched from mLiver-GW and PHH-GW, though the number of genes retrieved from PHH-GW was smaller. Nevertheless, the percentage of genes found in each category was similar between the two datasets.

**Table 2:** Comparison of DAVID Functional Annotation for PHH-GW versus mLiver-GW*.

A. KEGG analysis						
	mLiver-GW (Total 970 genes)			PHH-GW (Total 343 genes)		
Term	Count	%	FDR	Count	%	FDR
Retinol metabolism				12	2.836879433	0.000335516
Drug metabolism	23	1.82E+00	0.000169359	12	2.836879433	0.001458046
Complement and coagulation cascades	21	1.660079051	0.003343182	11	2.600472813	0.029459911
Metabolism of xenobiotics by cytochrome P450	18	1.422924901	0.030917603	10	2.364066194	0.057413681
PPAR signaling pathway	26	2.055335968	4.11311E-06	7	1.654846336	1.58E+01

^*^Binding sites that were associated with 0-10 kb upstream of RefSeq genes were selected for DAVID functional annotation analyses. The cut off score for ChIP-seq datasets was 20. Totally 970 and 343 RefSeq genes were retrieved from mLiver-GW and PHH-GW, respectively. The categories were listed based on the FDR values from DAVID analyses for PHH-GW dataset.

**Table 3:** DAVID functional annotation for PHH RNA-seq*.

A. KEGG analysis		
Term	%	Genes
Retinol metabolism	2.9508	*CYP1A1, CYP26B1, ADH1C, DHRS9, ADH1B, CYP26A1, CYP2A7, CYP1A2, UGT2B10, RDH16*
Cytokine-cytokine receptor interaction	4.918	*CXCL2, CX3CL1, EDAR, CCL15, CCL18, CXCL10, INHBB, CCL25, TNFRSF9, INHBA, TNFSF10, TNFRSF1B, CCL14, CCL20, CXCL13, IL1B*
PPAR signaling pathway	1.9672	*PPARD, HMGCS2, CYP7A1, FABP3, FABP6, ANGPTL4*
Steroid hormone biosynthesis	1.6393	*HSD3B2, CYP1A1, CYP7A1, UGT2B10, SULT1E1*
Tryptophan metabolism	1.3115	*KYNU, CYP1A1, IDO2, CYP1A2*
Drug metabolism	1.3115	*XDH, UPP1, CYP2A7, UGT2B10*
Tyrosine metabolism	1.3115	*PNMT, ADH1C, ADH1B, TAT, AOC3*
Calcium signaling pathway	2.623	*ADRB1, CYSLTR1, PHKA1, CACNA1H, BDKRB2, VDAC1P1, ITPKA, HTR2A*
Chemokine signaling pathway	2.623	*CCL25, CCL14, CCL20, CXCL13, CXCL2, CX3CL1, CCL15, CCL18, CXCL10*

*Functional genes with log_2_ fold enrichment ≥1 (fold change ≥2, both up- and down- regulated) and *p*-value <0.05 were selected for DAVID analysis, totally 291 RefSeq genes were retrieved from the PHH RNA-seq dataset (R-PHH-GW).

For R-PHH-GW, 291 functional genes with log_2_ fold ≥1 (fold change ≥2, up- and down- regulated), and *p*-value ≤0.05 were retrieved for KEGG and GO-BP analyses. Note that the cut off fold change used for pathway analysis is smaller than the cut off used for the ChIP-seq/RNA-seq correlation analysis. For pathway analysis, the cumulative effect from many altered genes in a single pathway could be of functional importance as well, though the level of fold change for individual gene was relatively low. All categories from KEGG and non-redundant categories from GO-BP, and the corresponding genes were presented (**Table 3A, 3B**). In agreement with previous correlation study presented in **Figure 5**, both similar and different categories were enriched from R-PHH-GW. Interestingly, many genes involved in chemokine signaling pathway (KEGG) and chemotaxis (GO-BP) were enriched in R-PHH-GW (**Table 3**), and most of these were not directly bound by FXR.

## Discussion

In this study, combining the widely used ChIP-seq and RNA-seq techniques, we have characterized the genome-wide FXR binding and transcriptome profiles upon ligand activation in selected PHHs. We detected almost all previously identified important human FXR targets, which have diverse physiological functions. Comparing the global FXR binding patterns, we showed that the patterns in PHHs were very similar to those identified in mouse livers in terms of genomic distribution, intron binding pattern, and the association with TSSs of RefSeq genes. These phenomena were in agreement with the conserved function of FXR in transcriptional regulation.

Most convincingly, the motifs found in this study were almost identical to those found in mice. Interestingly, the putative nuclear receptor half site was enriched significantly only from the top 500 peaks in PHH-GW, neither in the top 501 to 1000 peaks nor the top 500 peaks from PHH-DMSO (**Figure 3**). In the chromatin level, the co-binding of FXR and other transcription factors to certain targets may potentially correspond to higher levels of pull-down from ChIP assay, leading to higher enrichment scores for these genes. Previous genome-wide binding analysis of LRH-1 in mice has shown that LRH-1 could bind to the nuclear half site next to IR1, and co-regulate transcription of FXR target genes involved in lipid metabolic processes in mice [16]. The top 500 peaks identified in this study are associated with genes not only involved in lipid metabolism, but in diverse cellular processes. This could indicate a common mechanism of how FXR regulate gene transcription in different cellular processes, while with different cofactors involved. This type of co-regulation has been well studied for ERα [35]. Moreover, the presence of a nuclear receptor half site adjacent to the IR-1 in both PHH-GW and mLiver-GW indicates the similarities of FXR functions from mice to humans in a greater extent by indicating the existence of similar type of cofactors for FXR in different species. This mechanistic similarity implicates that tissue- and even pathway- specific FXR modulation in mice can be translated into therapeutic benefits in humans.

Using multiple pathway analysis tools (KEGG and GO-BP from DAVID), the current study predicts that human FXR could participate in the regulation of diverse physiological processes (**Table 2**, **S3**). Furthermore, similar pathways were enriched from PHH-GW compared to mLive-GW. More genes were obtained from mLiver-GW than PHH-GW. As a result, more pathways were enriched in mLiver-GW [11]. Future studies are needed in order to determine to what degree the lack of IgG control contributes to the increased output from mLiver-GW. Overall, the comparison studies presented in this study will be valuable information for researchers in correlating and translating previous and future mouse FXR studies to human FXR functions.

RNA-seq analysis for DMSO and GW4064 treated PHHs also further confirmed the reliability of GW4064 treatment and FXR activation in this study. Interestingly, *FGF19* and *CYP7A1* were the top up-regulated and down-regulated target genes in PHHs, respectively, whereas in mice *Fgf15* is only found to be expressed and induced in the intestine [31].

When correlating the results from ChIP-seq with RNA-seq for PHHs, and microarray for mouse livers, different trends were observed for genes down-regulated following GW4064 treatment (**Figure 5**). In addition, only a small portion of target genes showed similar change in R-PHH-GW and M-mLiver-GW. This difference may be due to several reasons. 

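Table 3A names PHH genes with altered expression, and 40 mouse genes carry the same symbols, of which 35 were measured in the WT livers. With GW4064, 1 of them rose, none fell and 34 did not pass the test, and 1 was higher and 1 lower when adjusted over the list alone. The gene that rose was Xdh, with a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.0433, n = 3 arrays per treatment, limma). With vehicle, mean Xdh was 9.26 in WT, 9.62 in liver knockout and 9.66 in whole-body knockout livers, against 9.75 in WT with GW4064. The whole-body knockout difference from WT was 0.41 (adjusted p = 0.0278, limma). The rise of Xdh in WT livers alone therefore does not show an effect of FXR activation. The lower gene within the list was Cyp7a1. The list was chosen in PHHs and not on these mice. Its median log2 fold change was 0.01, and camera's adjusted p was 0.828. Table 3 holds genes both up- and down-regulated in PHHs, and opposite changes cancel in a median. Neither value can therefore tell whether these mouse genes moved as they did in PHHs. Of 28 measured chemokine and cytokine genes, none passed the test, over all genes or over the list alone (median 0.05, adjusted p = 0.422 for the list). Among 16 genes of retinol metabolism none passed over all genes, and 1 was higher and 1 lower within the list alone (median -0.07, adjusted p = 0.674). Rdh9, a retinol dehydrogenase chosen after its value was seen, had a log2 fold change of 1.13 (adjusted p = 0.101). Of 34 genes of drug and xenobiotic metabolism none passed over all genes, while 4 were higher and 1 lower when adjusted over the list alone (median 0.00, adjusted p = 0.817). The RNA-seq of PHHs is not analysed here, so no value of it stands beside these.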

First, there are different baseline regulatory network in different species, such as the different expression patterns of FGF19 in humans versus Fgf15 in mice. Besides, the genetic background of the PHH donors could be heterogeneous since we didn't receive certain donor information upon tissue collection, such as races, patient condition, etc. And the inbred C57BL6/J mice were relatively homogenous. Second, for many FXR target genes, the expression levels may be already high in control mice due to activation of FXR by the largely stable bile acid pool, while the levels of residual bile acids in PHHs could be very low. In this regard, GW4064 treatment wouldn't further induce the expression of these genes in mice. 

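Of 14 measured mouse genes that the paper names as FXR targets, 1 rose with GW4064 in WT livers, none fell and 13 did not pass the test, and 1 was higher and 1 lower when adjusted over the list alone. The study chose some of these targets in PHHs, and Nr0b2 was the one that rose. Abcb11, the bile salt export pump, read 11.56 ± 0.11 with vehicle and 11.52 ± 0.12 with GW4064 (log2 expression, SD, n = 3), a log2 fold change of -0.04 (standard error 0.14, adjusted p = 0.955). Abcb4, which exports phospholipid into bile, had a log2 fold change of 0.09 (standard error 0.13), and Icam1, an adhesion molecule, of 0.83 (standard error 0.34, adjusted p = 0.313). The values of Ppara, Fabp3, Uroc1, Hs6st1 and Gfod2 lay between 0.05 and 0.13, and those of Aoc3, Sqstm1 and Pnmt between -0.17 and -0.09. For Pnmt, 2 of 3 probe sets had the same direction. Fgf15, the mouse counterpart of FGF19, read between 4.15 and 4.70 in the 6 WT arrays, with a log2 fold change of 0.18 (standard error 0.11, adjusted p = 0.568). In the same arrays, Fabp3 read between 4.27 and 4.66 and Aoc3 between 4.06 and 4.31. The targeted gene Nr1h4 read between 3.98 and 4.69 in the knockout arrays. Fgf15, Fabp3 and Aoc3 thus read about as low as a targeted gene, so their small changes say little about a response. The median over the list was 0.05, and camera's adjusted p was 0.667. Nr1h4, the gene for FXR itself, had a log2 fold change of -0.05 (standard error 0.14). Among 14 measured genes of bile acid and biliary lipid transport none passed the test, over all genes or over the list alone (median 0.09, adjusted p = 0.204). The genes Slc51b, for OST-β, and Mir122a have no probe set named for them alone, and the number of arrays limits the precision of all these values.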

In line with this, for many FXR target genes in mice, we detected similar FXR binding from ChIP assay when comparing GW4064 treated versus vehicle control treated mouse livers (data not shown). But we did see dramatic increase of FXR binding from GW4064 versus DMSO treated PHHs (see data in **Table 1**, **Figure 4** and **Figure S1**). Indeed, both the magnitude of relative fold change levels and the number of altered genes were much larger in R-PHH-GW than M-mLiver-GW. 

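In WT livers, limma placed 52 genes between 1.5 and 2 fold higher, 28 between 2 and 3 fold higher and 17 above 3 fold at the study's thresholds. On the lower side, 89 genes lay between 1.5 and 2 fold and 26 beyond 2 fold. By the methods' t-test, the counts were 17, 10 and 7 on the higher side, and 24 and 7 on the lower side. Among the genes past the adjusted threshold, 9 changed by at least 2 fold, and the median size of the change was 0.78 on the log2 scale. Of 32 measured complement and coagulation genes, none passed over all genes and 1 was higher within the list alone, with a median of 0.08 and an upward shift of the list (adjusted p = 0.0417, and adjusted p = 0.6 with an estimated correlation). Only replicate 2, at 0.14, lay above the vehicle arrays (-0.02 to 0.04), with 0.04 in replicate 1 and -0.02 in replicate 3, which lay below all of them. Of 16 genes of endoplasmic reticulum stress, 14 had a log2 fold change above 0 and none passed, over all genes or when adjusted over the list alone (median 0.20, adjusted p = 0.00676, and adjusted p = 0.267 with an estimated correlation). Per array the stress median was 0.25, 0.11 and 0.16, against -0.04 to 0.11 with vehicle. Of 16 genes of the NRF2 antioxidant response, none passed over all genes and 2 were lower within the list alone (median -0.19, adjusted p = 0.0103, and adjusted p = 0.257 with an estimated correlation). The NRF2 median per array was -0.15, -0.20 and -0.06, against -0.02 to 0.03 with vehicle. Those lower genes include Me1, which supplies NADPH, at -1.20 (adjusted p = 0.138), chosen after its value was seen. The 18 measured lipoprotein genes held none that passed over all genes and 2 that were higher within the list alone (median -0.03, adjusted p = 0.701). Among 19 cell cycle genes none passed in either way (median -0.10, adjusted p = 0.121). Genes of pericentral hepatocytes, 13 measured, had a median of 0.02 and none that passed in either way (adjusted p = 0.915), and of 11 periportal genes none passed over all genes and 1 was higher within the list alone (median -0.01, adjusted p = 0.674). Fold changes of the PHH RNA-seq are not analysed here.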

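In WT livers treated with GW4064, none of 18 measured circadian clock genes passed the test over all genes, and 1 was higher and 1 lower when adjusted over the list alone. Per2, which represses the clock's activators, had a log2 fold change of 1.19 (standard error 0.27, adjusted p = 0.0872), and Arntl, one of these activators, of -0.95 (standard error 0.25, adjusted p = 0.128); both were chosen after their values were seen. The median of the clock genes was 0.04, and camera's adjusted p for the list was 0.302. The list holds both activators and repressors of the clock, and Arntl and Per2 had changes of opposite sign. Opposite changes cancel in a median, so neither value can tell whether the clock changed. Among 22 measured genes of fatty acid and triglyceride synthesis none passed over all genes, 5 were lower when adjusted over the list alone, and 21 had a log2 fold change below 0. This list shifted downward with a median of -0.50 (adjusted p = 1.08e-06, and adjusted p = 0.341 with an estimated correlation). Its median stood at -1.09, -0.43 and -0.11 against the vehicle mean in GW4064 replicates 1, 2 and 3, and the median log2 fold change was -0.24 without replicate 1 and a knockout array that stood apart, a setting chosen after seeing the data. All 19 measured genes of cholesterol synthesis and uptake had a log2 fold change below 0 and none passed, over all genes or over the list alone (median -0.44, adjusted p = 1.99e-06, and adjusted p = 0.477 with an estimated correlation). Their median was -0.51, -0.74 and -0.18 in replicates 1, 2 and 3, against -0.15 to 0.09 with vehicle. Of 24 genes of fatty acid oxidation and ketogenesis, Acot1 fell, none rose, and 3 were lower within the list alone (median -0.07, adjusted p = 0.0555). Among 14 genes of gluconeogenesis and glucose handling none passed over all genes, and 3 were higher and 2 lower within the list alone (median -0.05, adjusted p = 0.842). Male-biased liver genes, which follow growth hormone, had a median of -0.75 over 8 members and female-biased genes of 0.07 over 8, with none past the test in either list, over all genes or over the list alone (adjusted p = 0.204 and 0.808). The male-biased median was -1.59 in GW4064 replicate 1, the array that stood apart, and -0.46 and -0.34 in replicates 2 and 3.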

Third, gene expression in the mouse livers could be affected by whole body physiology, such as circadian rhythms, hormones, fast/feeding cycles, physical activity and energy level, etc. Fourth, for microarray study, we cannot completely rule out the contributions from other cell types in mouse livers, such as endothelial cells and liver Kupffer cells, while in the enriched PHHs, the number of other liver cell types was minimal. 

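Of 16 measured endothelial cell markers, none passed the test over all genes with GW4064 in WT livers, and 13 were lower when adjusted over the list alone. All 16 had a log2 fold change below 0, with a median of -0.39 (n = 3 arrays per treatment), and camera gave the list a downward shift (adjusted p = 6.17e-09, and adjusted p = 0.257 with an estimated correlation). Lyve1, a hyaluronan receptor of sinusoidal endothelium, had a log2 fold change of -0.66 (standard error 0.26, adjusted p = 0.290), and Pecam1, an adhesion molecule of all endothelium, of -0.12 (standard error 0.14, adjusted p = 0.785); both were chosen after their values were seen. Against the vehicle mean, the endothelial median was -0.72, -0.29 and -0.11 in GW4064 replicates 1, 2 and 3. Of 13 stellate cell and fibroblast markers, 11 lay below 0 and none passed, over all genes or over the list alone (median -0.36, adjusted p = 5.08e-05, and adjusted p = 0.247 with an estimated correlation). Their median per array was -0.61 in GW4064 replicate 1 and -0.20 in each of replicates 2 and 3. None of 15 Kupffer cell and macrophage markers passed in either way, and their median was -0.11 (adjusted p = 0.915). Among 9 neutrophil markers none passed over all genes and 2 were higher within the list alone (median 0.06, adjusted p = 0.601). These were S100a8 and S100a9, which form calprotectin, at 1.53 (adjusted p = 0.212) and 1.34 (adjusted p = 0.222), chosen after their values were seen. The medians of 12 lymphocyte, 7 erythroid, 9 cholangiocyte and 9 exocrine pancreas markers were -0.07, -0.07, 0.02 and 0.03, and none of their members passed, over all genes or over the list alone. Their adjusted p-values from camera were 0.377, 0.371, 0.828 and 0.579.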

Finally, technical differences between RNA-seq and microarray could be another minor factor as well. Among all these factors, the first two that affecting the baseline expression levels of many FXR target genes, could be the major causes of the differences we saw between the *in vivo* and *in vitro* studies. While certain technical limitations existed, the correlation/comparison study still provides valuable information for human FXR function. For R-PHH-GW, mRNA level down-regulation was observed for only a few FXR target genes found in ChIP-seq. But for M-mLiver-GW, the percentage of up- and down- regulated genes also presented in ChIP-seq was similar. 

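Of the genes that were higher with GW4064 in WT livers at the study's thresholds in limma, 13.4% are named in the mLiver-GW columns of Table S3. Of those that were lower, 12.2% are. With the methods' t-test on every probe set, chosen after seeing the values, 7 of 47 higher and 3 of 40 lower genes are named there. Of all genes tested, 2.19% are named there, but the table holds part of the bound genes, selected by function, so these shares test neither enrichment nor a difference between the higher and the lower genes. Acute-phase genes of the Saa and Orm families stand among the higher genes, and Cyp7a1 and the fatty acid synthesis genes Acly and Elovl6 among the lower ones. Acly had a log2 fold change of -0.96 (standard error 0.30, adjusted p = 0.206) and Elovl6 of -1.02 (standard error 0.39, adjusted p = 0.28), and neither passed the adjusted test; these genes were chosen after their values were seen. From the similar shares of bound genes on both sides in mouse livers and the few bound genes among those down-regulated in PHHs (Figure 5), the paper proposes that direct suppression by FXR matters less in humans.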

Lee et al have shown that direct gene suppression by FXR is common in mice [13]. The correlation study presented here implicates that FXR may play less important roles in direct gene suppression in humans.

The FXR gene sequence is highly conserved across species, and the protein sequence is very similar between humans and mice [36], [37]. This similarity indicates the overall conserved and important functions of FXR in different species, further confirmed by our genome wide binding studies. On the other hand, the differences between species, from genome landscape, cellular components, all the way to physiology and pathology could contribute to the differences identified in this study, especially for gene expression.

In summary, we have obtained valuable information of genome-wide binding and transcriptome analyses of human FXR in PHHs. Detailed analysis of the ChIP-seq data indicates that the global binding patterns of FXR in PHHs are similar to those in mouse livers. In addition, similar biological pathways were enriched from genes bound by FXR in PHHs compared to those enriched in mouse livers. We also identified and validated novel FXR target genes, with and without alteration of mRNA levels. Species differences were found for specific pathways and within gene families involved in similar pathways. In a major extent, mouse model is a suitable model for studying human FXR functions.

## Supporting Information

Figure S1 **Validation of FXR activation in individual PHH donors and pooled PHH chromatin.** (A) Relative mRNA levels of FXR and FXR targets (*BSEP*, *OST-β*) in the selected four PHH donors (1958, 1959, 1962, and 1974) upon 24 hr GW4064 treatment normalized to DMSO control by RT-qPCR analysis. For each PHH donors, we treated 3 wells of cells with GW4064, 3 with DMSO control. RNA from each well was collected and analyzed individually. Human *18S* was used as the normalization control. (B) ChIP-qPCR analysis of FXR antibody pull-down for the promoter regions of *BSEP*, *OST-β* and *IL-8* upon 1 hr DMSO or GW4064 treatment for pooled chromatin from the selected 4 donors in (A). Fold enrichment of FXR binding was normalized to rabbit immunoglobulin-G control antibody.
(TIF) Click here for additional data file.

Table S1 **Summary of PHH Donors.**
(DOCX) Click here for additional data file.

Table S2 **Primers Used for Quantitative PCR.**
(DOCX) Click here for additional data file.

Table S3 **Comparison of Genes from Selected Categories in DAVID Anotation for ChIP-seq.**
(DOCX) Click here for additional data file.

# Supplementary material for: Genome-Wide Binding and Transcriptome Analysis of Human Farnesoid X Receptor in Primary Human Hepatocytes
**Source:** PLoS One. 2014 Sep 8;9(9):e105930. doi: 10.1371/journal.pone.0105930
**Supplement:** Table S1 — Summary of PHH Donors.

**Table S1. Summary of PHH Donors**

* Selected PHH donors for ChIP-seq library preparation, which had enough chromatin yields to pool from both DMSO and GW4064 treatment. RNA samples from these four donors were also used and pooled for RNA-seq. Patient I.Ds, from 1956 to MSUD, was used by the tissue bank to record individual PHH. No personal identity information was obtained nor provided by the provider.

**^§^** N/A stands for not available. Due to limited quantity of cells, we didn’t detect valid Ct values for the positive controls (promoter regions of FXR target genes) from the ChIP-qPCR assay for these PHH donors.

# Supplementary material for: Genome-Wide Binding and Transcriptome Analysis of Human Farnesoid X Receptor in Primary Human Hepatocytes
**Source:** PLoS One. 2014 Sep 8;9(9):e105930. doi: 10.1371/journal.pone.0105930
**Supplement:** Table S2 — Primers Used for Quantitative PCR.

**Table S2. Primers Used for Quantitative PCR**

| Primer Name | Forward Primer Sequence (5' - 3') | Reverse Primer Sequence (5' - 3') | Amplicon |
| --- | --- | --- | --- |
| RT Human 18S | GAGCGAAAGCATTTGCCAAG | GGCATCGTTTATGGTCGGAA | 101 |
| RT Human BSEP | AGTTGCTCATCGCTTGTCTACG | GCTTGATTTCCCTGGCTTTG | 153 |
| RT Human OST-β | GCAGCTGTGGTGGTCATTAT | TAGGCTGTTGTGATCCTTGG | 490 |
| RT Human FXR | CGCCTGACTGAATTACGGACA | TCACTGCACGTCCCAGATTTC | 114 |
| ChIP Human BSEP | TTCACAACCTTTTCCAACCTCGGTT | TGTCACTGAACTGTGCTTGGGCTG | 131 |
| ChIP Human OST-β | AATGAAAGCACTGGGCTACTGGTG | TCCAGGGTGACTGACCTCTTGAAT | 99 |
| ChIP Human IL-8 | ACTCAGGTTTGCCCTGAGGGGA | TGCCTTATGGAGTGCTCCGGTG | 136 |
| ChIP Human ACTBP11 | GCTTGGTGGCTGAAGAGTGA | ACCCCATGTAATCACGAGGC | 106 |
| ChIP Human AOC1 | GATTCTGTAGCGCCGAGTCA | ATCCTGTACCCTCTACCCCG | 293 |
| ChIP Human FABP3 | GGGCAGCCACCTTTATCCAA | TCTTCCCACCAAGCCTTAGC | 296 |
| ChIP Human HS6ST1 | CTCTGATGGCCCTCCTGTTG | AGCCATGGCCACTCATAACC | 250 |
| ChIP Human GFOD2 | TTTGGCAGGTTCTGGGACTC | GAGAATCTGTCCACTGCCCC | 120 |
| ChIP Human PNMT | ATCCGCATCCAGGGTTTGTT | AAGTCTCCTTGGGAGAGGCA | 295 |
| ChIP Human UROC1 | CTGGGGAGGACATTGCTCTG | AGATGCAGATCCCCACATCG | 188 |

# Supplementary material for: Genome-Wide Binding and Transcriptome Analysis of Human Farnesoid X Receptor in Primary Human Hepatocytes
**Source:** PLoS One. 2014 Sep 8;9(9):e105930. doi: 10.1371/journal.pone.0105930
**Supplement:** Table S3 — Comparison of Genes from Selected Categories in DAVID Anotation for ChIP-seq.

**Table S3. Comparison of Genes from Selected Categories in DAVID Anotation for ChIP-seq***

| **A. KEGG Analysis** | | |
| --- | --- | --- |
| **Category** | **mLiver-GW** | **PHH-GW** |
| Retinol metabolism |  | *CYP3A4, CYP2B6, CYP2C9, CYP2C18, CYP3A43, DGAT1, CYP2A6, CYP2A7, ADH1B, ADH1A, CYP3A7, CYP1A1,UGT2B10* |
| Drug metabolism | *CYP2D9, CYP3A25, CYP2A12, FMO5, GSTM3, UGT1A7C, ADH4, GSTK1, FMO3, GSTZ1, UGT1A@, GSTA2,GSTA4, CYP3A13, CYP3A11, GSTT1, GSTT2, CYP2E1, UGT1A1, UGT1A10, AOX1, CYP2D26, CYP2C38, CYP2C39, MGST1, GSTA3* | *CYP3A4, CYP2B6, CYP2C9, CYP2C18, ADH1B, CYP3A43, CYP2A6, CYP2A7, CYP3A7,CYP2D6, ADH1A,UGT2B10, GSTA3* |
| Complement and coagulation cascades | *KNG1, MBL1, KNG2, HC, C3, C4B, CFB, SERPINA1E, PLG, PROC, SERPINF2,CFH, C2, CFD, FGG, FGA, FGB, F2, SERPINE1, SERPINC1, CPB2* | *F11, MBL2, SERPINA1, BDKRB2, FGG, FGA, FGB, F2, SERPINE1, SERPINC1, CPB2* |
| Metabolism of xenobiotics by cytochrome P450 | *GSTA2, GSTA3, GSTA4, CYP3A25, CYP3A13, CYP3A11, GSTT1, GSTT2, CYP2E1, UGT1A1, DHDH, UGT1A10, GSTM3, UGT1A7C, GSTK1, ADH4, GSTZ1, UGT1A@, CYP2C38, CYP2C39, MGST1* | *CYP3A43, CYP3A4, GSTA3, CYP3A7, CYP1A1, CYP2C18, CYP2C9, CYP2B6, ADH1B, ADH1A, UGT2B10* |
| PPAR signaling pathway | *ACOX2, PPARD,PPARA, APOA2, APOA5,APOC3,PCK1(HepG2), CPT1A, CPT1B, FABP5, APOA1, ACSL1, CYP7A1, ACAA1B, ACSL5, ANGPTL4, SCD1, ACADM, DBI, ADIPOQ, CYP27A1, UBC, CYP4A14, SLC27A2, SCP2, SLC27A4* | *PPARA, APOA2, APOA5,APOC3,CPT2, FABP1, ANGPTL4* |
| Steroid hormone biosynthesis | *CYP3A25, CYP3A13, HSD17B2, HSD17B1, CYP3A11, CYP21A1, UGT1A1, UGT1A10, CYP17A1, UGT1A7C, CYP7A1, SRD5A1, SULT1E1, UGT1A@* | *CYP3A43, CYP3A4, CYP3A7, HSD17B2, CYP1A1, UGT2B10* |
| Circadian rhythm | *NPAS2, CSNK1D, PER1, PER3, ARNTL, CRY1* | *NPAS2, BHLHE40, CRY1* |
| Linoleic acid metabolism | *CYP2J5, CYP3A25, CYP3A13, CYP3A11, PLA2G6, CYP2E1, CYP2C38, CYP2C39* | *CYP3A43, CYP3A4, CYP3A7, CYP2C18, CYP2C9, PLA2G6* |
| Glycerophospholipid metabolism | *CHPT1, GPD1, PEMT, PLA2G6, AGPAT2, AGPAT1, CRLS1, NAT6, PPAP2C, CHKB, LYPLA2, LCAT, PHOSPHO1,* | *CHPT1, GPD1, PEMT,PLA2G6, AGPAT2, AGPAT6* |
| **B. GO-BP Analysis** | | |
| **Category** | **mLiver-GW** | **PHH-GW** |
| organic ether metabolic process | *MOGAT2, G6PC, APOA5, APOC1, LIPC, APOC3, SLC37A4, SLC22A4, LIPE, PCK1, INSIG2,* | *CYP1A1, IL6ST, APOC1, APOC2, AGPAT6, DGAT1, APOE, G6PC, APOC3, APOA2, APOA4, APOA5, LIPC* |
| monocarboxylic acid transport | *CPT1B, PPARD, SLC6A6, ABCC3, SLC27A2, CROT, SLC10A1, SLC27A4* | *MIP, SLC16A5, PPARA, CPT2, PLIN2, AQP8, FABP1, BDKRB2, SLC10A1* |
| regulation of cellular ketone metabolic process | *PPARA, HNF4A, INSIG2, AGT, MLXIPL, GNMT, ADIPOQ, BRCA1* | *APOA4, PPARA, AGT, APOA5, APOC3, APOC1, APOC2, CPT2, FABP1* |
| lipid transport | *RBP4, OSBP, PPARD, LDLR, APOC1, APOC2, APOA4, APOA2, APOA1, APOE, LCAT, APOC4, APOC3, APOA5, ATP8B1, LBP, OSBPL5, CPT1B, ABCG8, NPC1, ABCG5, LIPC, SLC27A2, SCP2, CROT, SLC27A4* | *PPARA, LDLR, APOC1, APOC2, APOA4, APOA2, P2RX7, APOE, APOC4, APOA5, APOC3, LBP, LIPC, BDKRB2, CPT2, FABP1, GLTPD2,PLIN2* |
| triglyceride metabolic process | *MOGAT2, G6PC, INSIG2, APOA5, APOC3, SLC37A4, APOC1, SLC22A4, LIPC, LIPE, PCK1* | *APOA4, APOA2, G6PC, AGPAT6, DGAT1, APOE, IL6ST, APOA5, APOC3, APOC1, APOC2, LIPC* |
| glycerolipid metabolic process | *MOGAT2, ALDH5A1, CHKB, SLC37A4, APOC1, PTEN, CHPT1, PCK1, G6PC, INSIG2, PIGG, APOC3, APOA5, PEMT, SLC22A4, ETNK2, LIPC, IPMK, ALG12, FABP5, LIPE* | *GPD1, ALDH5A1, IL6ST, APOC1, APOC2, CHPT1, APOA4, APOA2, AGPAT6, G6PC, DGAT1, APOE, APOA5, APOC3, PEMT, PLA2G6, LIPC, AGPAT2, IP6K3* |
| chemical homeostasis | *SLC9A8, PPARD, GCLC, FTL1, LDLR, ATOX1, SLC37A4, NR3C2, AQP4, TTC7, TRF, ASGR2, APOA2, GCKR, SLC24A3, APOE, GRIN2C, PXMP3, APOA5, MT2, LGI4, MT1, EIF2B4, SCO1, PRKCA, IBTK, SLC8A1, STIM2, MLXIPL, BAD, CSRP3, ADIPOQ, PARK7, USF2, QK, ATXN1, ABCG8, NPC1, G6PC, TSC1, LYST, VEGFA, LIPC, NR5A2, CLN6* | *FXYD1, GNA13, LDLR, IL6ST, ATP5B, OXT, APOC2, BDKRB2, TCF7L2, APOA4, GCKR, APOA2, NUBP1, SAA1, APOE, AGT, APOC4, APOA5, SERPINE1, APOC3, TGM2, QKI, PPP3CA, IBTK, P2RX7, G6PC, CCL14, F2, MT2A, CP, LIPC* |
| steroid metabolic process | *SC5D, OSBP, LDLR, MVD, HSD17B2, HSD17B1, SLC37A4, STAT5B, APOC1, RDH9, ACBD3, APOA2, APOA1, INSIG2, APOE, SAA1, SERPINA6, CYP7A1, LCAT, PXMP3, SULT1A1, APOC3, ATP8B1, SRD5A1, SULT1E1, DHCR24, OSBPL5, CYP21A1, AMACR, ESR1, RDH1, AFP, NPC1, G6PC, CYP17A1, PON1, LIPC, NR5A2, CLN8, LIPE, CLN6* | *CYP3A4, CYP1A1, HSD17B2, MVD, LDLR, APOC1, NR0B2, SREBF2, APOA4, APOA2, G6PC, APOE, SULT1A1, APOC3, INSIG1, LIPC* |
| fatty acid metabolic process | *PTGES3, ACOX2, PRKAG3, HACL1, PPARA, PPARD, SC5D, PRKAG2, STAT5B, ACOT5, ACOT4, ACOT3, PECR, APOA2, ACSL1, ELOVL5, FASN, ACOT12, ELOVL6, ACAA1B, ACSL5, SCD1, CPT1B, ACADM, ALDH5A1, EPHX2, ADIPOR2, LYPLA2, PHYH, ADIPOQ, CPT1A, BRCA1, QK, PTGDS, MAPK14, LIPC, AACS, SLC27A2, CROT, SLC27A4, DEGS1* | *PPARA, AGPAT6, CPT2, ECH1, ALDH5A1, ELOVL2, FASN, QKI, CYP4F3, LIPC, ACOT4* |
| oxidation reduction | *CYP2D9, ACOX2, CYP2J5, STEAP3, LDHA, SC5D, ALDH1L1, PRDX5, PDHB, GPX2, RDH9, PECR, CYP7A1, CPOX, SRD5A1, DHTKD1, DUS1L, SARDH, GFOD1, DHCR24, HPD, SQRDL, ACADM, CYP3A13, ALDH5A1, CYP3A11, CYCS, DECR2, QDPR, CYP26A1, RDH1, CYP2E1, GRHPR, CDO1, POR, DHDH, CYP27A1, H6PD, SLC37A2, CYP2D26, TXNRD2, DEGS1, CYP2U1, XDH, CYP3A25, NDUFB6, HSD17B2, HSD17B1, HSD17B13, AASS, MOSC2, EGLN2, KMO, PAH, ALDH3A2, PIPOX, CYP2A12, FMO5, ADH4, FMO3, HAAO, FASN, BDH1, BCKDHA, SCD1, CYP2G1, GPD1, CHDH, CYP21A1, HGD, PHYH, AKR1B7, CYP17A1, SLC25A13, LEPRE1, UOX, NDUFV1, CYP4F15, AOX1, PRODH2, CP, CYP2C38, CYP4A14, ACAD10, ALKBH2, CYP2C39* | *STEAP3, CYP3A4, STEAP4, CYP3A7, HSD17B2, CYP2B6, CYP2C18, CYP2D7P1, CYP2D6, ADH1B, ADH1A, CYP3A43, PLOD2, PLOD3, FASN, LOXL4, SARDH, GFOD2, DUS3L, GPD1, PAOX, CYP1A1, CYP2C9, PYROXD2, ALDH5A1, CYB5A, IYD, SLC25A13, RRM2, CYP2A6, CYP4F3, CYP2A7, CP, KDM6B, AOC3* |
| response to wounding | *PPARA, JUB, PPARD, TRPV1, CRP, TLR3, SAA2, GRIN2C, SAA1, TICAM1, PROZ, CFH, LBP, CFD, KNG1, C4B, SAA3, SAA4, PROC, SERPINF2, LYST, F2, CTSB, LCP1, MBL1, RTN4RL1, C3, CXCL2, NINJ1, ABHD2, ITGB2, TRF, AHSG, FGG, IL17B, FGA, FGB, MAP3K1, SERPINC1, C2, PAPSS2, B4GALT1, LIPA, CFB, HC, SAAL1, EPHX2, PLG, ORM1, C1RL, HBEGF, ORM2, AI182371* | *GNA13, MBL2, PPARA, NMI, NDST1, TGFB3, ITGB3, BDKRB2, APOA2, FGG, FGA, FGB, SAA1, SERPINE1, APOA5, SERPINC1, SERPINA1, LBP, F11, CEBPB, CYP1A1, CCNB1, ORM1, P2RX7, SDC1, TSC2, F2, KDM6B, ORM2, AOC3* |
| cellular amino acid derivative metabolic process | *AHCY, GCLC, CHKB, STAT5B, AGMAT, AFMID, OAZ1, CSAD, GSTK1, SLC22A4, PEMT, ETNK2, GNMT, CHDH, P4HB, ACADM, ALDH5A1, NR4A2, GSTT1, GSTT2, GSTT3, CDO1, TPMT, CHPT1, GAMT, LIPC, PTMS, FABP5, MGST1* | *HAGH, APOA4, APOA2, AGPAT6, CKM, CYP1A1, PNMT, ALDH5A1, SULT1A1, PEMT, LIPC, CHPT1* |
| homeostatic process | *SLC9A8, PPARD, LDLR, ATOX1, TRPV1, STAT5B, PRDX5, AQP4, TENC1, GPX2, ASGR2, APOA2, DNAJC16, SLC24A3, APOE, GRIN2C, PXMP3, APOA5, MT2, MT1, LGI4, FAS, EIF2B4, PRKCA, IBTK, SLC12A7, MLXIPL, STIM2, QK, NPC1, G6PC, LYST, VEGFA, PDGFRB, TXNRD2, CLN6, XDH, GCLC, FTL1, STK11, CSF1, SLC37A4, NR3C2, EGLN2, SFXN1, TTC7, HSPA1A, TRF, ZC3H8, GCKR, FH1, EPO, SCO1, P4HB, SLC8A1, LIPA, SMG6, BAD, CSRP3, ADIPOQ, PLG, USF2, PARK7, ATXN1, ABCG8, TSC1, ID2, RHOT1, NR5A2, LIPC* | *FXYD1, GNA13, SIVA1, LDLR, IL6ST, ATP5B, OXT, APOC2, BDKRB2, TCF7L2, APOA4, ADRB3, GCKR, APOA2, NUBP1, APOE, SAA1, APOC4, AGT, APOA5, SERPINE1, APOC3, TGM2, QKI, PPP3CA, IBTK, SLC12A7, FOXP3, TXNDC11, P2RX7, G6PC, CCL14, F2, MT2A, CP, LIPC, CLCN6* |
| cholesterol metabolic process | *MVD, LDLR, APOC1, APOA2, APOA1, INSIG2, APOE, SAA1, LCAT, CYP7A1, APOC3, PON1, LIPC, CLN8, LIPE, CLN6, DHCR24* | *APOA4, APOA2, LDLR, MVD, APOE, APOC3, INSIG1, APOC1, NR0B2, LIPC, SREBF2* |
| acute-phase response | *TRPV1, SAAL1, CRP, SAA3, SAA4, TRF, AHSG, ORM1, SAA2, SERPINF2, SAA1, F2, LBP, ORM2* | *ORM1, MBL2, CEBPB, SAA1, F2, TSC2, SERPINA1, LBP, ORM2* |
| acute inflammatory response | *MBL1, C3, TRPV1, CRP, TRF, AHSG, SAA2, SAA1, CFH, C2, LBP, CFD, B4GALT1, HC, CFB, C4B, SAAL1, EPHX2, SAA3, SAA4, ORM1, SERPINF2, F2, C1RL, ORM2, AI182371* | *ORM1, MBL2, APOA2, CEBPB, SAA1, F2, TSC2, SERPINA1, LBP, ORM2* |
| coenzyme metabolic process | *ALDH1L1, GCLC, KMO, PDSS1, ACOT5, PIPOX, ACOT4, GCH1, ACOT3, GSTK1, ACOT12, HAAO, FH1, SUCLA2, NAPRT1, CES3, ALDH5A1, PDK4, GSTT1, GSTT2, ACLY, GSTT3, DLAT, HNF4A, PANK1, H6PD, FPGS, FLAD1, SCP2, MGST1* | *HAGH, GPD1, MTHFS, AGPAT6, PANK3, ALDH5A1, FTCD, ACLY, ACOT4* |
| organic acid catabolic process | *ACOX2, HACL1, BCKDK, PPARD, AHCY, AASS, PAH, FAH, AFMID, CSAD, GSTZ1, SARDH, HPD, BCKDHA, ACADM, HAL, FTCD, HGD, CDO1, TAT, ADIPOQ, PHYH, AMDHD1, PRODH2, UROC1, SLC27A2, SLC27A4* |  |
| glucose metabolic process | *PTGES3, PRKAG3, RBP4, PPARA, LDHA, SLC37A4, CAR5A, PDHB, PPP1R3B, NISCH, GYS2, GNMT, DHTKD1, ENO1, GPD1, ALDH5A1, PDK4, BAD, DLAT, PPP1CC, ADIPOQ, CPT1A, PCK1, PGM2, PCX, G6PC, GBE1, H6PD, PYGL, SDS, MAPK14, FABP5* |  |
| cellular amino acid catabolic process | *BCKDHA, BCKDK, AHCY, HAL, FTCD, HGD, AASS, PAH, CDO1, TAT, FAH, AFMID, AMDHD1, CSAD, PRODH2, GSTZ1, UROC1, SARDH, HPD* |  |
| hexose metabolic process | *PTGES3, PRKAG3, RBP4, PPARA, LDHA, GNPDA1, SLC37A4, CAR5A, PDHB, PPP1R3B, NISCH, GYS2, GALE, GNMT, DHTKD1, ENO1, B4GALT1, GPD1, ALDH5A1, PDK4, BAD, DLAT, PPP1CC, ADIPOQ, CPT1A, PCK1, PGM2, PCX, G6PC, GBE1, H6PD, PYGL, SDS, MAPK14, FABP5* |  |
| monosaccharide metabolic process | *PTGES3, PRKAG3, RBP4, PPARA, LDHA, GNPDA1, SLC37A4, CAR5A, PDHB, NISCH, PPP1R3B, UGT1A7C, GYS2, GALE, GNMT, UGT1A@, DHTKD1, ENO1, B4GALT1, GPD1, ALDH5A1, PDK4, BAD, DLAT, PPP1CC, ADIPOQ, UGT1A1, CPT1A, PCK1, PGM2, UGT1A10, PCX, G6PC, GBE1, H6PD, PYGL, SDS, MAPK14, FABP5* |  |
| L-phenylalanine catabolic process | *HGD, GSTZ1, PAH, TAT, HPD, FAH* |  |
| pyruvate metabolic process | *RBP4, GPD1, PCX, G6PC, SDS, PDK4, CAR5A, DLAT, AGXT, PCK1* |  |

* Detailed list of genes retrieved from DAVID analyses for **Table 2**. For GO-BP analysis, the same categories are listed here as in **Table 2**. For KEGG analysis, categories with FDR > 0.1 are also included. The orders of the categories listed here are the same as in **Table 2,** based on the FDR values from PHH-GW dataset. Please notice that all mouse genes were kept in capitalized state as retrieved directly from DAVID analyses.

How the deposited data were processed for this re-analysis (not part of the article)

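Liver RNA of 18 mice was measured, 1 array per mouse: WT, liver FXR knockout and whole-body FXR knockout mice, each with vehicle or GW4064 (n = 3 per group). The methods describe the WT mice, with 3 doses of 100 mg per kg, and the sample labels describe all mice with 2 doses of 150 mg per kg; the text gives both, since the values do not decide between them. The array named in the methods is not the one whose probe sets the table holds, so gene names were taken from the annotation of the platform that the values were deposited under.

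The authors normalized the arrays together with RMA, whose version is not stated, and deposited log2 expression per probe set, which was used as it stands. RMA corrects the background, normalizes by quantiles and summarises each probe set by median polish. No detection call comes with the values, so no gene is called absent. The platform annotation gives 1 gene symbol for 20393 of 22690 probe sets, several for 691 and none for 1606, which are unnamed here. Of those with 1 symbol, 20364 matched GRCm38.p6 by gene identifier, and 0 symbols changed. A gene with several probe sets (4958 of 12394 genes) was represented by the one with the highest mean over all arrays, and no dim gene was left out.

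Tests were run with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a mean for each group and 12 residual degrees of freedom. Comparisons were GW4064 against vehicle in each genotype, each knockout against WT with vehicle, and the difference of the GW4064 effects between WT and each knockout. The p-values are two-sided, adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The study's own thresholds, an unadjusted p under 0.05 and 1.5 fold, were applied as well, and the methods' t-test was run as an alternative. The design, the alternatives, the lists and the rule for named genes were fixed before the data were examined.

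The rule named the 10 largest rises and 10 largest falls past the threshold with WT and GW4064 arrays that do not overlap the vehicle arrays, 5 of each in the other comparisons, Nr1h4, Fgf15, every FXR target the paper names, and in each list up to 4 members past the threshold and those that Table S3 lists as bound in mLiver-GW; predicted genes were passed over. Any other gene is marked as chosen after its values were seen. The lists, 30 in all, cover bile acid synthesis and transport, FXR targets named in the paper, cholesterol, fatty acid, glucose, lipoprotein, drug and retinol metabolism, complement, acute-phase, chemokine, clock, NRF2, endoplasmic reticulum stress, cell cycle and sex-biased genes, markers of other cell types, hepatocyte zones, and mouse genes with the symbols of Table 3A. They were tested with camera with its preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. A score per array is the list's median difference from the WT vehicle mean.

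Alternatives were a fit on the compared groups only, a trended and robust prior, array weights, median centring, quantile normalization, leaving out the 40% of genes with the lowest mean, all probe sets, the mean of probe sets, the replicate number as a block, and each array left out. Settings chosen after seeing the data were the methods' t-test on every probe set and a fit without the 2 arrays that stood apart. On simulated data with the groups and spread of these arrays, limma called 71.6% of genes changed by 1.5 fold, 95.5% at 2 fold and 100% at 4 fold, with 8 of 12194 unchanged genes called. The methods' t-test after adjustment called 14.9%, 47.8% and 93.9%. In the WT arrays themselves, 9 genes that changed by at least 2 fold passed the adjusted test in limma. At the study's thresholds, 28 genes lay 2 to 3 fold higher, 17 above 3 fold and 26 beyond 2 fold lower. Some genes spread more with GW4064, such as Lcn2 (SD 2.95, against 0.37 with vehicle). The simulated shares need not hold for such genes. The number of arrays per group limits the precision of each value. The plot was drawn with matplotlib 3.10.9 in Python 3.11.15. The ChIP-seq and RNA-seq of PHHs are not analysed here.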

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

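In this part, the gene counts, the list tests and the test on Xist were set before their results were seen; the tests on Nr1h4 in 1 array, on the acute-phase explanations, on Nnt and on the neighbours of Nr1h4 were chosen after.

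One whole-body FXR knockout liver with GW4064, replicate 3, lay far from the other arrays, in data the paper does not report on. Its male-biased liver genes had a median of -4.32 against the WT vehicle mean (other arrays -1.59 to 0.33; 8 of 8 members were the lowest of the 18 arrays). Its female-biased genes had a median of 2.70 (other arrays -0.15 to 0.23; 7 of 8 members were the highest). A female mouse is argued against, since Xist, which is expressed from the inactive X chromosome of females, lay at -0.59 from the highest other array, and 3 Y-linked genes had a median of 6.59 (others 6.13 to 6.82). A WT mouse is argued against too, as Nr1h4 read -4.85 from the lowest WT array. The same array had the highest median of Kupffer cell and macrophage markers of all 18 arrays (0.88) and an acute-phase score of 0.65, against at most 0.10 in the other whole-body knockout arrays. No other explanation of this array was tested.

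The acute-phase list had a higher median response to GW4064 in WT livers than in either knockout, a difference between groups. The list passed with camera's preset correlation but not with an estimated one, and 0 genes passed in limma for either difference. The median difference was 1.37 against the liver knockout (camera adjusted p = 4.12e-21, and adjusted p = 0.541 with an estimated correlation) and 1.11 against the whole-body knockout (adjusted p = 1.28e-09, and adjusted p = 0.450 with an estimated correlation). A single array as the whole source is argued against, since the lowest median with any 1 GW4064 array left out was 0.81. RNA from infiltrating blood cells stays open: the highest median of the neutrophil, macrophage and lymphocyte markers was 0.0645, but members went both ways, and S100a8 and S100a9 were higher within the neutrophil list. Kupffer cell and macrophage medians were -0.27, 0.52 and -0.43 in GW4064 replicates 1, 2 and 3, and 0.52 in whole-body knockout vehicle replicate 2, whose acute-phase score was 0.05, while liver knockout vehicle arrays were above every WT vehicle array in both scores (0.24 to 0.28 and 0.25 to 0.75). GW4064 acting through FXR stays open as well: 1 of the 3 GW4064-treated WT arrays, replicate 3, lay within the range of the knockout arrays, whose highest score was 0.75. An inflammation of single mice may also give such a rise, and the arrays do not separate it from the treatment.

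Knockout livers differed from WT livers with vehicle at 109 genes in the liver knockout and 141 in the whole-body knockout, in data the paper does not report on. Nnt, a mitochondrial transhydrogenase whose expression differs between inbred strains, read above every WT array in 11 of 12 knockout arrays (9.73 to 10.15 against 8.34 to 8.76), and 8.45 in liver knockout vehicle replicate 3. A strain background that differs between the lines is therefore a candidate explanation for part of these genes. Of the 50 measured genes nearest to Nr1h4 on its chromosome, 5 were among those of the liver knockout, against 103 of 12327 others (two-sided Fisher's exact test, p = 7.15e-05). In the whole-body knockout 3 were, against 137 of 12327 (two-sided Fisher's exact test, p = 0.0189), so variants carried along with the targeted allele may account for these genes: Ikbip, Hal and Amdhd1 in both lines, and Nedd1 and Nr2c1 in the liver knockout. Table S3 names Hal and Amdhd1 as bound by FXR in mLiver-GW, which goes with a direct effect of FXR on them. Loss of FXR itself is confounded with both explanations.

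Of the 5 lists past the threshold for each difference between the WT and a knockout effect, 2 more passed against both knockouts. For fatty acid and triglyceride synthesis, the median difference was -0.30 against the liver knockout (adjusted p = 3.49e-04, and adjusted p = 0.651 with an estimated correlation) and -0.33 against the whole-body knockout (adjusted p = 0.0045, and adjusted p = 0.848 with an estimated correlation). Without both arrays that stand apart, a setting chosen after seeing the data, the adjusted p-values were 0.125 and 0.0566. For stellate cell and fibroblast markers, it was -0.24 (adjusted p = 0.0307, and adjusted p = 0.651 with an estimated correlation) and -0.37 (adjusted p = 3.46e-06, and adjusted p = 0.132 with an estimated correlation). Without both arrays these were 0.246 and 6.83e-04, and WT GW4064 replicate 1, one of them, had the lowest median of this list. Fatty acid oxidation (median -0.19, adjusted p = 1.29e-04) and endothelial markers (median -0.35, adjusted p = 1.67e-05) passed against the liver knockout alone, each with adjusted p = 0.651 with an estimated correlation. Against the whole-body knockout alone, NRF2 genes passed (median -0.30, adjusted p = 0.0017, and adjusted p = 0.132 with an estimated correlation). Cell cycle genes did too (median -0.19, adjusted p = 0.0047, and adjusted p = 0.450 with an estimated correlation). Whole-body knockout GW4064 replicate 3, which stands apart, had the highest median of all arrays in both lists. It was 0.24 for NRF2 genes, against 0.07 and -0.003 in replicates 1 and 2. For cell cycle genes it was 0.22, against -0.09 and -0.11.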

How the results depend on the processing

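The settings without both arrays that stand apart (WT GW4064 replicate 1 and whole-body FXR knockout GW4064 replicate 3) and with the t-test on every probe set were chosen after the results were seen; the others were planned. All 24 genes past the threshold in WT livers kept their direction in each alternative, of which 21 were measured with dim genes left out. The GW4064 and vehicle arrays did not overlap in these genes, so leaving out an array could not reverse a direction. The methods' t-test and the fit on the compared groups only use the same difference of means. For these settings the kept direction is no separate evidence. No cause of the changes below was tested, except that settings with fewer arrays have fewer degrees of freedom.

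For GW4064 in WT livers, the count of 24 genes was 0 with the compared groups only and with the methods' t-test, 11 with a trended and robust prior, 12 with the mean of probe sets, 3 without both arrays, and 1 to 268 with each array left out. It stayed within 1.5 times with the other alternatives, among them 16 with the replicate number as a block, of which 12 are among the 24. At the study's thresholds, 212 genes became 65 with the methods' t-test, 115 without both arrays and 101 (without GW4064 replicate 1) to 379 (without GW4064 replicate 3) with each array left out; that test on every probe set gave 106 probe sets, which cover 87 genes with 1 symbol.

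For GW4064 in the liver knockout, the count of 0 became 2 with the compared groups only, 7 with array weights, 1 with the replicate block, 2 without both arrays and 0 to 2 with each array left out. In the whole-body knockout, 0 became 1 without both arrays and 0 to 4 with each array left out. For the difference of WT and liver knockout effects, 0 became 0 to 50 with each array left out, and for WT and whole-body knockout 2 with the replicate block and 0 to 22 with each array left out; the highest counts were without WT GW4064 replicate 3.

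Against WT with vehicle, the 109 genes of the liver knockout became 1 with the methods' t-test, 217 with array weights, 218 without both arrays, which are not in this comparison, and 37 to 89 with each array left out. The 141 genes of the whole-body knockout became 5 with the t-test, 266 without both arrays and 56 to 101 with each array left out.

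With an estimated correlation, 0 lists passed in each of the 7 comparisons. Without both arrays, 1 list passed for GW4064 in the whole-body knockout, in place of 8, and 3 for the difference of WT and liver knockout effects, in place of 5. The male-biased list in the whole-body knockout reversed there (adjusted p = 0.163). The arrays give no detection calls, so the signal over background that limits dim genes was not measured.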

Differences from the paper's values

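The paper gives 102 genes changed at its thresholds in WT livers, and limma gives 212 at the same thresholds. Of the alternatives set before the data were examined, the one without WT GW4064 replicate 1 (101 genes) lies within 1.5 times the paper's count, and the others do not, the methods' t-test with 65 among them. With the methods' t-test on every probe set, a setting chosen after seeing the values, 106 probe sets passed, of which those with 1 symbol cover 87 different genes, and without both arrays that stand apart, also chosen after seeing the values, 115 genes did. The paper does not list its genes, so how many of them each setting drops was not counted.

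In the fold ranges of Fig. 5, read by eye, 4 of 5 counts differ. For its range from 2 to 6 fold lower, the paper has about 10 genes, and limma has 26 beyond 2 fold lower, which include Csad and Cyp7a1 beyond 6 fold; the settings fixed in advance within 1.5 times are the methods' t-test (7) and the fit without WT GW4064 replicate 1 (12), and of those chosen after seeing the values, every probe set gave 12 and the fit without both arrays 13. Between 1.5 and 2 fold lower, the paper has about 37 in Fig. 5, read by eye, and limma 89; the fit fixed in advance without WT GW4064 replicate 1 gave 34, and those chosen after seeing the values gave 35 (every probe set) and 38 (without both arrays). Between 2 and 3 fold higher, the paper has about 11 in Fig. 5, read by eye, and limma 28; the methods' t-test, fixed in advance, gave 10, and every probe set, chosen after seeing the values, 16. Above 3 fold higher, the paper has about 8 in Fig. 5, read by eye, and limma 17; the methods' t-test, fixed in advance, gave 7 and the fit without WT GW4064 replicate 1 gave 6, and of those chosen after seeing the values, every probe set gave 9 and the fit without both arrays 7. The other settings fixed in advance stayed outside 1.5 times in these 4 ranges.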

Other observations

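The tests in this part were chosen after the results were seen, apart from the comparisons and lists themselves. Nr1h4, the gene targeted in both knockouts, read between 3.98 and 4.69 in the knockout arrays and between 8.83 and 9.39 in the WT arrays (log2 fold change -4.61 in the liver knockout and -4.88 in the whole-body knockout, standard error 0.14). With vehicle, 48 genes were higher and 61 lower in the liver knockout than in WT (limma, n = 3 per group). In the whole-body knockout, 74 were higher and 67 lower. The groups did not overlap in any of these genes. Chance gives this for 10% of unselected genes, but these were called on the same difference, so it is no separate evidence. Ces1g, a carboxylesterase, had a log2 fold change of -3.56 in the liver knockout (standard error 0.30) and was 3.99 fold lower in the whole-body knockout. In the 2 lines, the log2 fold changes were -2.99 and -3.11 for the peptidase gene Mme and -2.73 and -1.91 for Rarres2, which encodes the secreted protein chemerin. Hal, which degrades histidine, had -1.66 and -1.75, and the glutathione transferase gene Gstm2 rose by 0.85 and 1.91. Cyp17a1, a steroid hydroxylase, rose by 2.69 in the whole-body knockout, and Olig1, a transcription factor, fell by 2.44 in the liver knockout. The other line differed from WT in the same direction, without overlap. Mean Cyp17a1 was 9.45 in the liver knockout and 7.49 in WT, and mean Olig1 was 5.61 in the whole-body knockout and 7.38 in WT. The largest named rises in the liver knockout were Limd2 (1.27), Pkdcc (1.23), Fmn2 (1.18), Cks1b (1.00) and Gstt2 (0.94). Fmn2 did not rise in both lines. Its mean was 6.11 in the liver knockout, 4.92 in WT and 4.51 in the whole-body knockout. Abcb11 had log2 fold changes of -0.57 (adjusted p = 0.0773) and -0.55 (adjusted p = 0.0842). Between the knockouts, 16 genes were higher and 25 lower in both and 0 opposite; both share the WT controls. The log2 fold changes of the 2 comparisons had a correlation of 0.552, and shared controls alone gave 0.504 on average in 50 simulations without changes, with covariances of 0.0259 and 0.011, so shared controls alone gave less covariance than was seen. Leaving out single arrays moved these counts by over 1.5 times: the liver knockout had 49 without WT vehicle replicate 2, 67 without WT vehicle replicate 3, and 50, 37 and 61 without its own replicates 1, 2 and 3. The whole-body knockout had 83 and 73 without WT vehicle replicates 1 and 2, and 67, 85 and 56 without its own replicates 1, 2 and 3.

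Among lists, all 19 genes of cholesterol synthesis and uptake lay below WT in the liver knockout (median -0.74, camera adjusted p = 1.75e-11, and adjusted p = 0.935 with an estimated correlation), 11 of them when adjusted over the list alone. Acute-phase genes had a median of 0.44 there (adjusted p = 3.72e-04) and Kupffer cell and macrophage markers of 0.27 (adjusted p = 0.0127), each with adjusted p = 0.935 with an estimated correlation. In the whole-body knockout, drug metabolism genes had a median of 0.25 (adjusted p = 1.97e-04, and adjusted p = 0.545 with an estimated correlation), with 4 that rose and 1 that fell, and 29 of 32 complement and coagulation genes lay below WT (median -0.12, adjusted p = 0.0025, and adjusted p = 0.545 with an estimated correlation). The 6 other lists past the threshold there lay above WT. Endothelial markers had a median of 0.21 (adjusted p = 1.97e-04; arrays at 0.30, 0.20 and 0.19, WT at most 0.03), stellate cell markers of 0.22 (adjusted p = 0.00649; arrays at 0.41, 0.18 and 0.42, WT at most 0.14) and Kupffer cell markers of 0.26 (adjusted p = 0.00691). Pericentral genes had 0.25 (adjusted p = 6.90e-04), gluconeogenesis 0.25 (adjusted p = 0.0309) and fatty acid synthesis 0.23 (adjusted p = 0.00395). With an estimated correlation their adjusted p-values lay between 0.545 and 0.690. The Kupffer cell arrays were at 0.24, 0.52 and 0.05, with WT vehicle at most 0.15, so replicate 3 lay within the WT range. Pericentral replicate 2 (0.168) lay below WT vehicle replicate 1 (0.174). For gluconeogenesis and fatty acid synthesis, every array lay above the WT vehicle arrays.

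With GW4064 against vehicle, 0 genes passed in limma in the liver knockout (622 at an unadjusted p under 0.05) and 0 in the whole-body knockout (775), and 0 with the methods' t-test after adjustment in each. The differences from the WT effect gave 0 genes each as well (925 and 1017 unadjusted). Without liver knockout GW4064 replicate 2 or 3, 2 and 1 genes passed in that knockout. In the whole-body knockout, 4 and 1 passed without GW4064 replicates 2 and 3, and 1 without vehicle replicate 2. In the liver knockout 6 lists passed, and in the whole-body knockout 8, of which cholesterol synthesis passed in the same direction in both, with medians of -0.32 and -0.26 in the 2 knockouts (adjusted p = 3.67e-05 and 0.00891, and adjusted p = 0.709 and 0.737 with an estimated correlation). In the whole-body knockout, the median was -0.09 without both arrays that stand apart, replicate 3 among them (adjusted p = 0.558; chosen after seeing the data), and GW4064 replicate 1 lay above every vehicle array (0.52 against -0.003 to 0.33). The others in the liver knockout were the clock (median 0.25, adjusted p = 5.11e-05), fatty acid oxidation (0.09, 0.00156), lipoproteins (0.07, 0.0337), gluconeogenesis (0.08, 0.0453) and NRF2 genes (-0.12, 0.0143), with adjusted p-values between 0.053 and 0.478 with an estimated correlation. In the whole-body knockout they were male-biased (-0.87, 0.0114), female-biased (0.53, 2.69e-04), acute-phase (0.19, 0.00251) and gluconeogenesis lists (-0.24, 0.0312). Cell cycle (0.07, 0.0312), endothelial (-0.27, 2.14e-04) and stellate cell lists (0.11, 0.0312) were the rest. With an estimated correlation, the adjusted p-values of these whole-body knockout lists lay between 0.594 and 0.737. The endothelial list alone passed without both arrays. It was also the only one of them whose GW4064 medians per array lay apart from those with vehicle. The stellate cell medians overlapped, at 0.28, 0.26 and 0.39 with GW4064 and 0.41, 0.18 and 0.42 with vehicle.

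A hypothesis was that FXR outside hepatocytes reaches liver genes, so that genes past the threshold in WT livers would move more in the liver knockout, which keeps FXR elsewhere, than in the whole-body knockout. Of these 24 genes, 16 had the WT direction in the liver knockout and 14 in the whole-body knockout, with mean signed effects of 0.27 and 0.11 (WT 1.28). The exact permutation p was 0.545 over 400 assignments, so the hypothesis stays open. Csad had a log2 fold change of -1.99 in the liver knockout (standard error 0.30, adjusted p = 0.0704) and -0.28 in the whole-body knockout. Its difference was -1.71 (adjusted p = 0.616). Nr0b2 had 0.91 and -0.75 (adjusted p = 0.815 for the difference). Dnase2a had -1.69 and -0.24, and Usp2 0.61 and -0.28 (adjusted p = 0.947 and 0.937 for the differences). Lcn2, Lipt2 and Bmp6 went against the hypothesis. Lcn2 and Lipt2, which rose in WT livers, had -0.46 and 1.70, and -0.09 and 0.34 (adjusted p = 0.999 and 0.840 for the differences). Lcn2 had an SD of 1.73 in the whole-body knockout with GW4064, which includes the array that stands apart. Bmp6, which fell in WT livers, had 0.06 and -0.36. For the difference between the knockouts 0 genes passed in limma (604 unadjusted).

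The arrays of each comparison were also split in other ways. With 3 against 3 arrays there are 10 splits, too few for a share under 0.05. For the genes past the threshold with GW4064 in WT livers, the real split gave 24 and the highest other 0 (1 split of 10 as large), and at the study's thresholds 212 and 142 (1 of 10). The liver knockout against WT gave 109 and 0 (1 of 10), and the whole-body knockout 141 and 1 (1 of 10). Where the real count is 0, every split is at least as large, so the splits say nothing about chance there. This holds for GW4064 in the liver and whole-body knockouts (10 of 10 splits, highest others 0 and 2) and for the differences from the WT effect (100 of 100 splits drawn, highest others 10 and 3).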
